# Brown Adipose Tissue Harbors a Distinct Sub-Population of Regulatory T Cells

**DOI:** 10.1371/journal.pone.0118534

**Published:** 2015-02-25

**Authors:** Dasa Medrikova, Tjeerd P. Sijmonsma, Katharina Sowodniok, David M. Richards, Michael Delacher, Carsten Sticht, Norbert Gretz, Tobias Schafmeier, Markus Feuerer, Stephan Herzig

## Abstract

Regulatory T (T_reg_) cells are critical determinants of both immune responses and metabolic control. Here we show that systemic ablation of T_reg_ cells compromised the adaptation of whole-body energy expenditure to cold exposure, correlating with impairment in thermogenic marker gene expression and massive invasion of pro-inflammatory macrophages in brown adipose tissue (BAT). Indeed, BAT harbored a unique sub-set of T_reg_ cells characterized by a unique gene signature. As these T_reg_ cells respond to BAT activation upon cold exposure, this study defines a BAT-specific T_reg_ sub-set with direct implications for the regulation of energy homeostasis in response to environmental stress.

## Introduction

Obesity has reached pandemic dimensions with more than 1.5 billion people being affected world-wide [1]. Nutritional overloading of triglyceride storing white adipose tissue (WAT) impairs tissue function and is associated with a status of chronic low-grade inflammation [2]. Upon energy excess, adipocytes release chemokines resulting in adipose tissue infiltration by innate immune cells, e.g. pro-inflammatory macrophages and mast cells, and consequently aberrantly elevated inflammatory signaling [3]. Of note, WAT inflammation represents a causative factor for insulin resistance as a hallmark of obesity-related metabolic dysfunction [4]. Consequently, anti-inflammatory treatment potently improves insulin sensitivity in obesity [5]. In addition to the well-established role of the innate immune system, i.e. macrophage infiltration, in WAT dysfunction and a shift in macrophage polarization from an anti-inflammatory to a more pro-inflammatory status during progressive adiposity, the (aberrant) function of adaptive immune cells is increasingly emerging as a key event in obesity-related metabolic complications [6].

In this respect, regulatory T (T_reg_) cells represent a diverse sub-population of CD4^+^ T cells characterized by specific expression of the forkhead-winged helix transcription factor Foxp3 [7]. T_reg_ cells interact with components of both the innate and the adaptive immune system, thereby serving as negative feedback regulators which prevent excess immune responses and ensure self-tolerance [8]. Whereas distinct sub-sets of T lymphocytes, like pro-inflammatory CD4^+^ T-helper (T_H_1) cells and cytotoxic T cells, were shown to be upregulated in obese WAT and might also contribute to insulin resistance [9], the number of WAT T_reg_ cells was found to be markedly reduced in obese mice and humans [7,10]. Furthermore, transfer of T_reg_ cells into lymphocyte-deficient obese mice reversed the aberrant glucose metabolism of the animals [11], indicating a key role of T_reg_ cells in controlling WAT inflammation and the associated insulin sensitivity. Importantly, visceral adipose tissue (VAT) T_reg_ cell accumulation, phenotype and function are controlled by the transcription regulator peroxisome proliferator activated receptor gamma (Pparg) [12].

In contrast to the energy-storing WAT, brown adipose tissue (BAT) and inducible brown-in-white (brite) adipocytes are specialized in the dissipation of energy in the form of heat by so-called uncoupling thermogenesis, mediated by the dissociation of mitochondrial respiratory chain electron transport from ATP synthesis via the action of uncoupling protein (UCP)1 [13]. Singular studies indicated that immune cells may also exert important regulatory roles in BAT development and physiology. For instance, alternatively activated anti-inflammatory macrophages (AAM) have been detected in WAT and BAT of mice in response to cold stimulation [14]. Moreover, AAM produced and secreted noradrenaline in an IL-4-dependent manner, thereby increasing thermogenic gene expression in BAT and enhancing energy expenditure [14]. In addition, AAM appear to be centrally involved in WAT browning, i.e. the appearance of brite cells, in response to beta-adrenergic signaling [15]. Recent studies reported that adipose tissue-resident eosinophils induced browning of WAT by stimulating AAM-dependent catecholamine release [16]. Finally, mice lacking mast cells display enhanced energy expenditure, improved glucose homeostasis and elevated expression of UCP1 in BAT [17]. Functional BAT has been detected and implicated in obesity susceptibility in adult humans [18]. Thus, the modulation of BAT-specific immune cell functions may provide future opportunities for BAT-centered systemic control of energy homeostasis and therapeutic targeting of obesity-related metabolic dysfunction. However, the regulatory impact and the molecular nature of BAT-associated T_reg_ cells have not been defined to date.

## Methods

### 2.1 Animals

**T**_**reg**_ **cells isolation**. C57Bl6 female mice (n = 120) were obtained from Charles River Laboratories (CRL) at age 8 weeks and used for isolation of T_reg_ cells from BAT. Mice were housed in a temperature controlled cabinet (Memmert) on a 12h light-dark cycle with unrestricted access to food and water. Mice were acclimatized to 30°C for 2 weeks and afterwards half of them (n = 60) was sacrificed and used for isolation of “warm” T_reg_ cells. The other half (n = 60) was subjected to 12°C cold challenge for 2 days, sacrificed and used for isolation of “cold” T_reg_ cells (details of T_reg_ cells isolation below).

**Metabolic phenotyping of T_reg_-depleted mice**. B6N.129(Cg)-Foxp3^tm3Ayr^ (Foxp3DTR; MGI:3698131; Jackson Stock Number: 016958) mice [19] were bred in our specific pathogen free facility at the DKFZ. The mice were housed at ambient temperature 22°C and fed standard chow diet (Kliba Nafag #3437, Provimi Kliba). For metabolic phenotyping of T_reg_ cell-depleted mice, FoxP3DTR female mice were housed individually with unrestricted access to food and water in a control environment on 12h light-dark cycle in the PhenoMaster Cage System (TSE Systems) [20]. In order to deplete T_reg_ cells, mice (n = 10) were intraperitoneally injected with 40 ng per g of body weight diphtheria toxin (DT) (Sigma) diluted in 200 μL PBS on two consecutive days. Vehicle (PBS) injected mice (n = 10) served as control. After the first round of injections, the housing temperature was decreased to 12°C. Oxygen consumption, food intake, locomotor activity and body weight (BW) were recorded continuously for 4 days. Heat production was calculated according to the formula: Heat production = CV*VO_2_, where CV = 3.941+(1.106*Respiratory Exchange Ratio) wherein numerical values are computed by TSE system. Mice were sacrificed with cervical dislocation in a random-fed state. Serum, brown adipose tissue, inguinal white adipose tissue and spleen were collected, washed in PBS, snap-frozen in liquid nitrogen and stored at -80°C. Animal handling and experimentation was performed in accordance with the European Union directives and the German animal welfare act (Tierschutzgesetz) and approved by local authorities (Regierungspräsidium Karlsruhe).

### 2.2 Cell sorting

For microarray analysis of T_reg_ cells, stromo-vascular fraction from brown adipose tissue of warm acclimated mice (30°C for 2 weeks), cold treated mice (12°C for 2 days) and spleen was isolated and T_reg_ cells were sorted out using fluorescence-activated cell sorting (FACS). Nonspecific binding of antibodies to cells was blocked by incubation with rat and hamster serum (1.0% (vol/vol) each) and cells were labeled with the following antibodies (clone): CD4 (GK1.5), CD8α (53–6.7), CD19 (6D5), TCRβ (H57–597), CD25 (PC61), CD11b (M1/70) and CD45 (30-F11) (Biolegend). Cells were FACS purified with the FACSAria II instrument (BD Bioscience). Antibody quality was checked and gating was performed using isotype controls. Purity of cell sorts was assured through post-sort analysis and post-sort staining. FlowJo (Treestar) was used for the analysis of flow cytometry data.

### 2.3 RNA expression profiling of FACS-sorted T cell populations

Conventional T cell (T_conv_) (CD4+CD25-) or regulatory T cell (T_reg_) (CD4+CD25+) populations were FACS purified from the spleen or brown adipose tissue (BAT) from warm (30°C) or cold (12°C) treated mice. RNA was extracted using the RNEasy Plus Micro Kit (Qiagen). The DKFZ Genomics and Proteomics Core Facility amplified and hybridized material to the MouseWG-6 v2.0 Expression BeadChip (Illumina). Microarray data have been deposited in the Gene Expression Omnibus (GEO) with the accession code GSE64909. Microarray confirmation by real-time PCR was not performed for T_reg_ cells due to sample amount limitations.

### 2.4 Blood and serum parameters

Blood glucose was measured at random-fed state immediately after sacrificing the mice using an automated glucose monitor (One Touch, Lifescan). Commercially available kits were used to quantify serum triglycerides (Sigma) and non-esterified fatty acids (WAKO).

### 2.5 RNA isolation and real-time RT-PCR

Total RNA was extracted from frozen powderized BAT, scWAT and spleen using Qiazol (Qiagen) and the RNeasy Mini Kit (Qiagen), performing on-column DNAse digest. cDNA was prepared by reverse transcription of 1 μg of total RNA using the First strand cDNA synthesis kit (Fermentas). Real-time RT-PCR was performed in order to measure gene expression of browning (Ucp1, Cidea, Dio2, Pparg, Prdm16) and inflammatory (Cd68, Ccl2, Tnfa, Ifng, Mrc1, Mgl1, Arg1, Il-10, Il-4) markers in BAT and scWAT and to verify T_reg_ cells depletion from BAT and spleen by measuring FoxP3 expression. TaqMan Master Mix (Applied Biosystems) and a gene specific Taqman probes (Applied Biosystems) were used on an ABI StepOnePlus sequence detector (Applied Biosystems). Relative mRNA expression levels were calculated by the delta Ct method using TATA-box binding protein (Tbp) expression as a reference.

### 2.6 RNA expression profiling of T_reg_-deficient and -proficient BAT

Total RNA from BAT was isolated as described and subjected to gene expression analysis using GeneChip Mouse Genome 430 2.0 arrays (Affymetrix) performed according to the manufacturer’s recommendations. A Custom CDF Version 14 with Entrez based gene definitions was used to annotate the arrays. The Raw fluorescence intensity values were normalized by quantile normalization. Differential gene expression was analyzed based on loglinear mixed model ANOVA with a commercial software package SAS JMP7 Genomics (version 4) from SAS (SAS Institute). Significance was assumed based on a false positive rate of p = 0.05 with FDR correction. Gene Set Enrichment Analysis (GSEA), was used to determine whether defined lists (or sets) of genes exhibit a statistically significant bias in their distribution within a ranked gene list (http://www.broadinstitute.org/gsea/; [21]. Raw and normalized data are deposited in the Gene Expression Omnibus (GEO) database with an accession number GSE62157.

Real-time PCR was performed on six selected genes, including Prdm16, Dio2, Cd68, Ccl2, Il4, and Infγ to confirm the array results.

### 2.7 Histology

Brown adipose tissue was fixed in 4% paraformaldehyde for 24 h at room temperature, paraffin-embedded and cut in 3 μm sections. Sections were stained with hematoxylin and eosin (H&E) by standard procedures. For immunohistochemistry, sections were subjected to heat-mediated antigen retrieval in citrate buffer (pH 6) prior to blocking with 1% BSA for 1 h at room temperature. Primary rat monoclonal anti-MAC-2 antibody (Cedarlane Laboratories, #CL8942AP) was diluted 1:3800 in 1% BSA and incubated over night at 4°C. For detection, HPR-conjugated goat anti-rat antibody (Santa Cruz Biotechnology, #sc-2032) diluted 1:500 in 1% BSA was used as a secondary antibody with 3,3’-diaminobenzidine (Sigma) as a chromogenic substrate. Stainings were imaged at 20x magnification (Zeiss). MAC-2 positive signal was quantified as a percentage of total area using Fiji software [22].

### 2.8 Statistical Analysis

Statistical analysis of experimental data was performed using Prism software (GraphPad) or Excel (Microsoft). The results are shown as means ± SD. Statistical analysis was performed by two-tailed Student’s t-test, for real-time RT-PCR calculated on log10-transformed data values. Results were considered statistically significant if p-values were less than 0.05.

## Results

### Cold BAT T_reg_ cells display a unique molecular signature

The overall importance of T_reg_ cells for WAT function prompted us to explore the molecular nature of BAT-associated T_reg_ cells. To this end, wild-type C57Bl6 mice were either acclimatized to 30°C or challenged with a 12°C cold exposure for 2 days. 

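Gene expression was measured on 18 arrays of the Illumina MouseWG-6 v2.0 Expression BeadChip, a bead array that reports the mean intensity of the beads carrying each probe. The arrays formed 6 groups of 3. T_reg_ and T_conv_ cells came from BAT of mice kept at 30°C, from BAT of mice exposed to 12°C for 2 days, and from the spleen of mice kept at 30°C. The sample labels state that the organs were pooled before sorting and that 2.5 ng of RNA was amplified with the NuGEN Ovation Pico kit before biotin labeling, so a replicate is a pool of mice and the values hold no spread between single mice. The labels also name Foxp3 reporter mice, with T_reg_ and T_conv_ cells told apart by Foxp3, whereas the text names wild-type mice and cells sorted by CD25. The values do not settle which of these holds.

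Each of 3 BeadChips held 6 arrays. One carried warm BAT, one cold BAT and one spleen, each with 3 T_reg_ and 3 T_conv_ arrays. Differences between T_reg_ and T_conv_ cells of one tissue were therefore measured within a BeadChip, whereas differences between BAT and spleen, or between cold and warm BAT, cannot be told apart from differences between BeadChips.

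The authors deposited bead intensities that were neither normalized nor corrected for background, with a detection p-value for each probe and array. The signals of 45267 probes were corrected for background with 936 negative control probes, quantile-normalized and taken to the log2 scale with limma's neqc function. A probe was tested if its detection p-value was under 0.05 on all 3 arrays of at least 1 group, which left 17395 probes. All 18 arrays were fitted in one limma model with a mean for each group, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. A probe was called higher or lower when it differed more than 2-fold with an adjusted p-value under 0.05. The file identifies probes by their Illumina identifiers without gene names, and an annotation of the array was not used here, so counts are of probes and genes are not named.

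Between 35.7% and 42.2% of the probes were detected on each BAT array and between 27.8% and 35.1% on each spleen array. The deposited detection p-value is a lenient measure, since 18.7% to 24.9% of the negative control probes also passed it. Above the 95th percentile of an array's negative controls lay between 12.8% and 25.4% of the probes on the BAT arrays and between 8.93% and 13.3% on the spleen arrays. With 3 arrays per group, an exact permutation test of a single value cannot give a two-sided p below 0.1. The number of arrays limits the precision of each value. Data were simulated with the measured spread, taken as equal in all groups. Of 200 probes changed by at least 2 log2 units, 173 were called in the true direction between warm BAT and spleen T_reg_ cells. In addition, 14 unchanged probes were called.

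**Figure D1:**
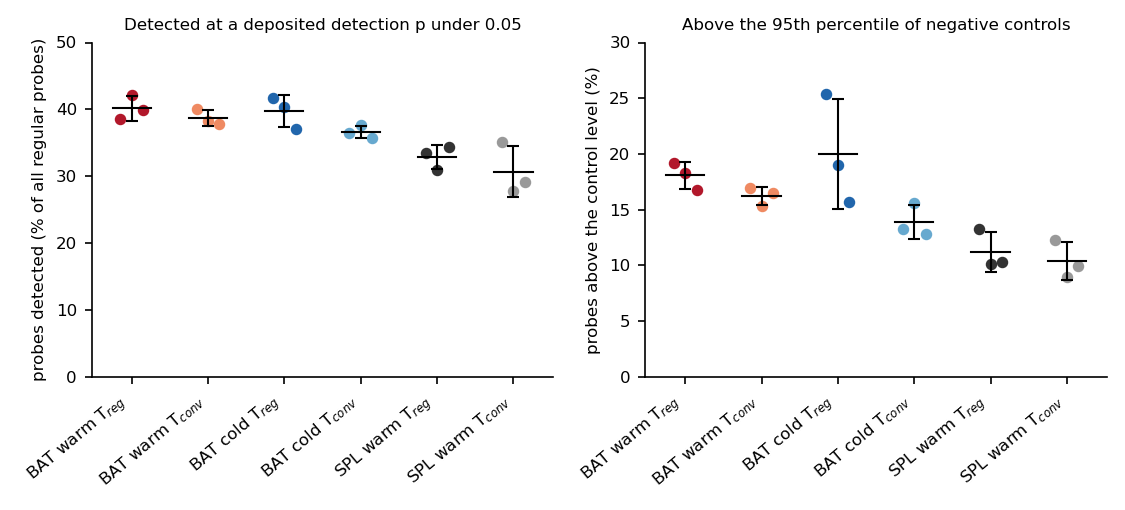
Share of probes detected on each of the 18 arrays, by group. The left panel gives the percentage of the 45267 probes with a deposited detection p-value under 0.05 and the right panel the percentage above the 95th percentile of the negative control probes. Points are arrays, and lines are means with the SD (n = 3). The spleen arrays lie at 35.1% or below in the left panel.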

After the corresponding acclimatization periods, BAT depots as well as the spleens were collected and T_reg_ cells were sorted out of the corresponding tissue by fluorescence-associated cell sorting (FACS) followed by RNA purification and hybridization to an expression array. 

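In warm BAT T_reg_ cells, 1335 probes had more than 2-fold higher signals than in splenic T_reg_ cells and 473 had more than 2-fold lower signals, counted without a test. With limma, 442 probes were called higher and 149 lower. The median log2 difference was 1.88 for the probes called higher, or 1.79 when undetected signals were set to the lowest signal detected on the same array, and -1.19 for those called lower. Without a minimum fold, 783 probes had an adjusted p-value under 0.05, and 3627 had an unadjusted p under 0.05. The counts moved most with the methods' t-test after Benjamini-Hochberg adjustment, which gave 47 higher and 3 lower probes on log2 signals, and 4 and 0 on linear signals without background correction. When the arrays were scaled to a common median instead of quantile-normalized, limma called 961 higher and 8 lower probes. With 1 array left out at a time, the total ranged from 334 without replicate 1 of the warm BAT T_reg_ cells to 606 without replicate 3 of the splenic T_reg_ cells. It was 383 without replicate 2 of the warm BAT T_reg_ cells and 352 without replicate 2 of the splenic T_reg_ cells. The higher probes numbered 274 without replicate 1 of the warm BAT and 258 without replicate 2 of the splenic T_reg_ cells. The lower probes numbered 60 without replicate 1 and 76 without replicate 2 of the warm BAT T_reg_ cells, 94 without replicate 2 of the splenic T_reg_ cells and 251 without replicate 1 of the splenic T_reg_ cells.

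Of the 442 probes called higher, 137 (31%) were not detected on any of the 3 spleen T_reg_ arrays, whereas 1 of the 149 lower probes was not detected on any of the BAT T_reg_ arrays. Among the 9351 probes detected on all 6 arrays, 118 were called higher and 137 lower.

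ILMN_2755008 had a log2 signal of 10.21 ± 0.31 (SD, n = 3) in warm BAT T_reg_ cells and 5.17 ± 0.09 (SD, n = 3) in splenic T_reg_ cells, where it lay near background and passed the detection p-value on 1 array. Its signal was at least 32.4-fold higher, taking the lowest signal detected on each spleen array as the floor (fitted log2 difference 5.05, standard error 0.79, adjusted p = 0.00261 from limma). ILMN_2763245 had a log2 signal of 9.94 ± 0.33 in warm BAT T_reg_ cells and was not detected on any spleen T_reg_ array, so that its signal was at least 27.3-fold higher against the same floor (fitted log2 difference 4.96, standard error 0.85, adjusted p = 0.00482 from limma). ILMN_1241598 was not detected in warm BAT T_reg_ cells and had a log2 signal of 8.01 ± 0.44 in splenic T_reg_ cells, at least 7.6-fold more (fitted log2 difference -3.05, standard error 0.34, adjusted p = 0.000233 from limma). ILMN_1225201 had a log2 signal of 5.45 ± 0.50 in warm BAT T_reg_ cells, where it was detected on 2 arrays, and 8.18 ± 1.32 in splenic T_reg_ cells, at least 6.45-fold more (fitted log2 difference -2.73, standard error 0.51, adjusted p = 0.00818 from limma). Each of the 4 probes lay on the same side on all 3 BAT arrays. For ILMN_1225201 the adjusted p from limma was 0.0537 with median scaling and 0.117 when only the 6 arrays compared were fitted, and over all alternatives it ranged from 0.000782 to 0.117. The other 3 probes kept an adjusted p under 0.05 in all alternatives. The least folds are between means of 3 arrays and hold for the reported processing only. For ILMN_1225201 the nearest arrays lay at 5.956 in BAT and 6.785 in spleen. Without background correction the fitted log2 differences were 3.21 for ILMN_2755008, 3.16 for ILMN_2763245, -1.7 for ILMN_1241598 and -1.54 for ILMN_1225201.

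**Figure D2:**
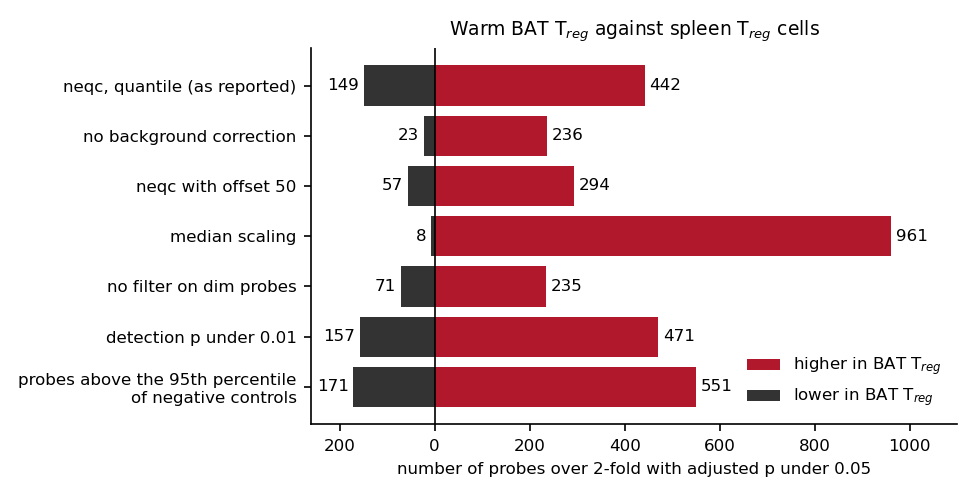
Probes called between warm BAT and splenic T_reg_ cells under 7 ways of processing the same arrays. Bars to the right count probes higher in BAT T_reg_ cells and bars to the left probes lower, each more than 2-fold with an adjusted p-value under 0.05 from limma. The first pair of bars gives the 442 and 149 probes reported, the lower probes range from 8 to 171, and the setting of the last pair was chosen after the counts had been seen.

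**Figure D3:**
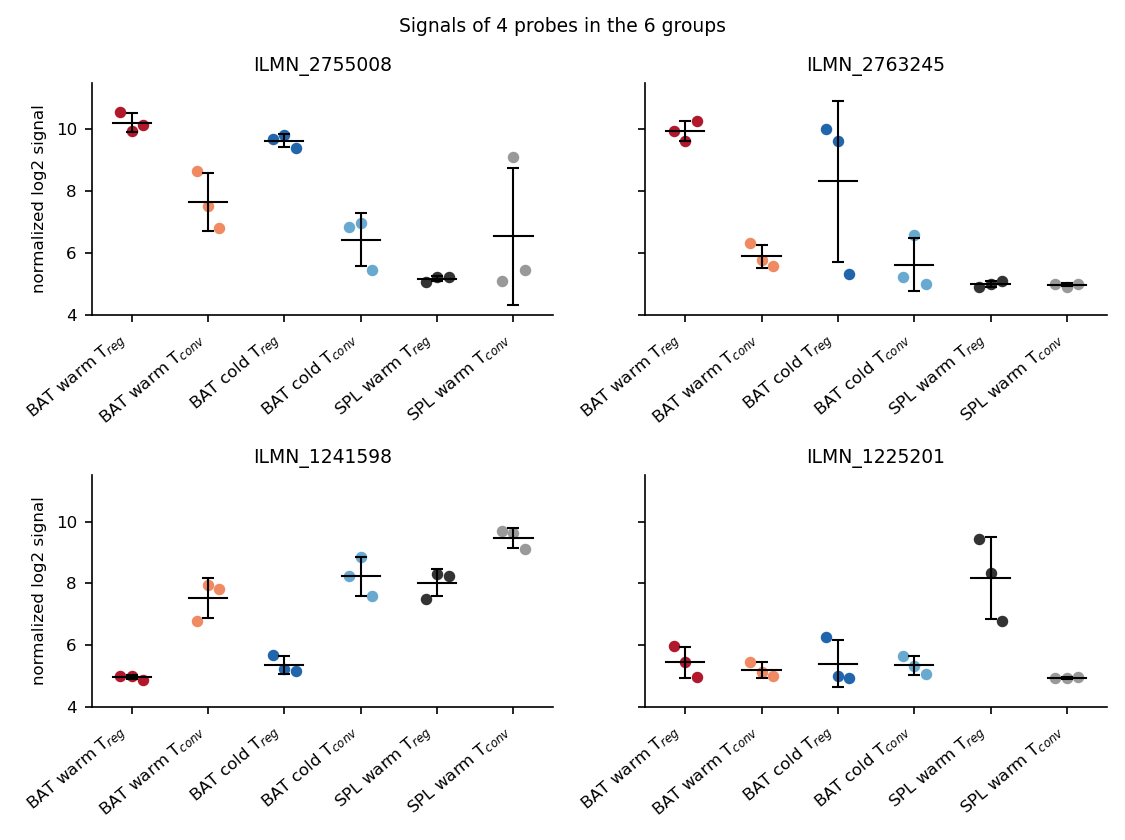
Normalized log2 signals of the 4 probes named in the text, in the 6 groups. Points are arrays, and lines are means with the SD (n = 3). ILMN_2763245 lies near 5 on all 3 spleen T_reg_ arrays and averages 9.94 in warm BAT T_reg_ cells.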

Microarray gene expression profiling revealed 430 genes to be more than twofold upregulated in BAT T_reg_ cells compared to splenic T_reg_ cells, with 222 genes significant between three replicates (Fig. 1A). Confirmation of lineage-specific genes in BAT T_reg_ versus BAT T_conv_ T cells included classic T_reg_ genes such as Foxp3 and cytotoxic T-lymphocyte-associated protein 4 (Ctla4) as over-represented and special AT-rich sequence binding protein 1 (Satb1) and transcription factor 7, T cell specific (Tcf7) as under-represented genes. In addition, chemokine (C-X-C motif) ligand (Cxcl) 1 and 2, and interleukin (IL) 10 were highly over-expressed in BAT T_reg_ cells (Fig. 1B). 

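The 30 probes with the largest log2 increase among those called higher in warm BAT against splenic T_reg_ cells and the 10 with the largest decrease among those called lower were used to cluster all 18 arrays, by 1 minus Pearson's correlation with average linkage. The first branching separated the 12 BAT arrays from the 6 spleen arrays. At 3 clusters, the 6 BAT T_reg_ arrays, the 6 BAT T_conv_ arrays and the 6 spleen arrays each stood alone, with warm and cold arrays mixed. At 4 clusters, the splenic T_reg_ and T_conv_ arrays were separated too. The same clusters formed with Euclidean distance and complete linkage and without background correction. When the mean of each BeadChip, and with it the difference between tissues, was removed first, the 6 BAT T_reg_ arrays stood alone only at 6 clusters. The 40 probes were chosen by the warm BAT and spleen T_reg_ arrays, so the separation of those arrays follows from the choice. The means of the cold BAT and T_conv_ arrays had no part in it. From the clustering of its 40 genes, the paper concludes that BAT T_reg_ cells have an expression signature that sets them apart from splenic T_reg_ cells and from T_conv_ cells of both tissues (Fig. 1C).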

The top 30 significantly upregulated genes and bottom 10 downregulated genes in BAT T_reg_ cells were then subjected to unsupervised hierarchical clustering (Fig. 1C), which revealed a unique gene expression signature for BAT T_reg_ cells compared to splenic regulatory and conventional T (T_conv_) cells as well as BAT T_conv_ cells. We then compared the BAT T_reg_ gene signature to the VAT-specific gene signature [7], which stratified most of the genes identified in both microarrays to be specific for a general fat T_reg_ gene signature (Fig. 1D, E). However, a specific BAT T_reg_ gene signature could also be discerned, which was independent of the WAT T_reg_ signature (Table 1).

**Fig 1:**
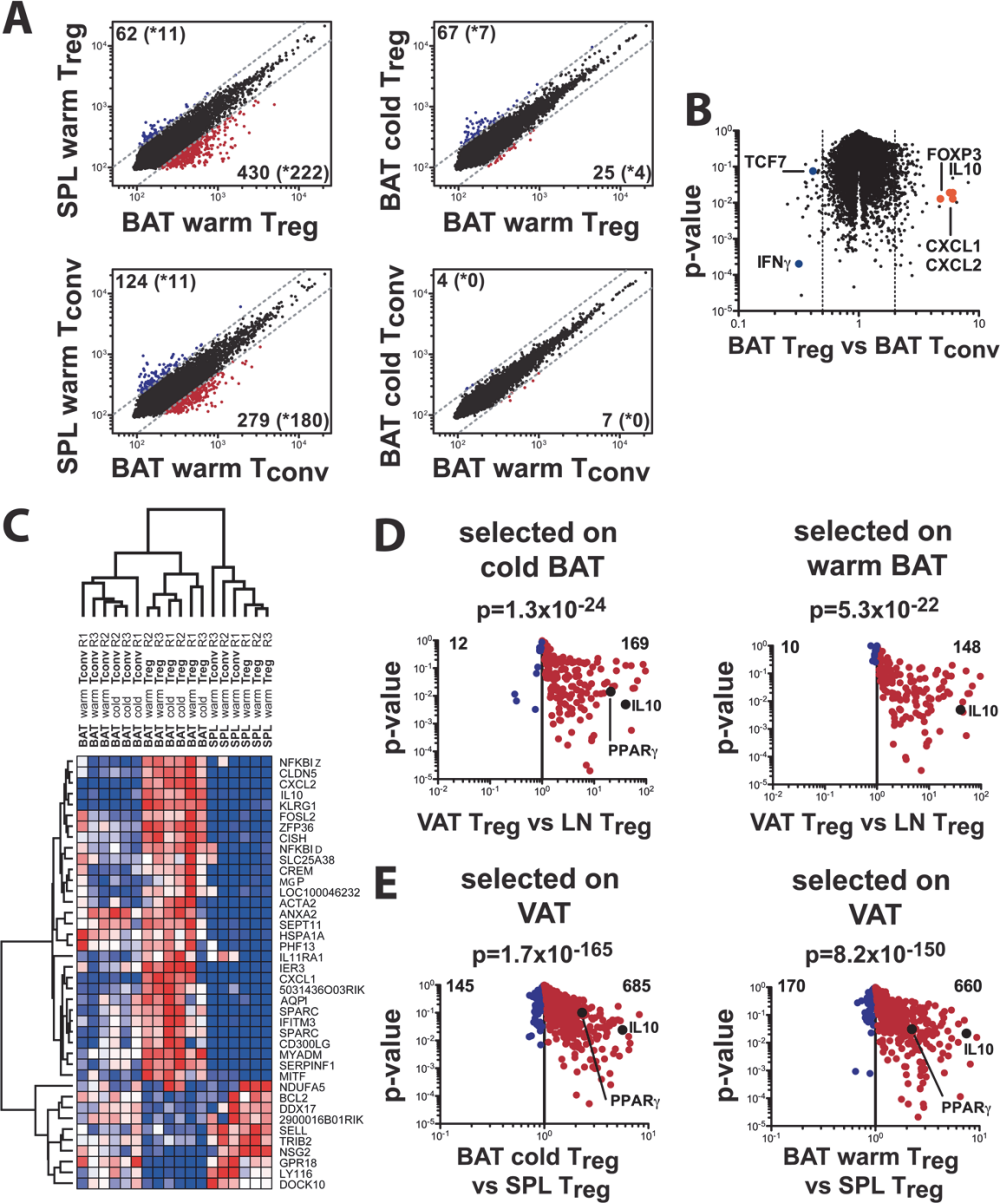
Genotypical comparison of T_reg_ and T_conv_ cells isolated from brown adipose tissue (BAT) and spleen tissue (SPL) in cold- and warm-conditioned animals generated with an Illumina Mouse Expression Array. (A) Gene expression profiles comparing T_reg_ (top) or T_conv_ (bottom) cell populations between spleen and adipose tissue samples isolated from warm-conditioned animals (left) or between cells isolated from cold vs warm-conditioned animals (right). Numbers indicate genes either up- or downregulated more than 2-fold (cut-off: dotted line), with the number of significantly different (p<0.05) genes shown in brackets with an asterisk. (B) Volcano plot comparing gene expression and significance values between T_reg_ and T_conv_ genes isolated from BAT in warm-conditioned animals. Key up- or downregulated genes in T_reg_ cells are annotated (Foxp3, Il10, Cxcl1/2, Tcf7, Ifng) and serve as quality control to the published consensus T_reg_-cell signature. (C) Hierarchical clustering of the top-30 upregulated genes and the top-10 downregulated genes in warm-conditioned brown adipose tissue T_reg_ cells versus spleen T_reg_ cells. (D) Comparison of BAT-T_reg_-specific genes with visceral adipose tissue (VAT)-specific genes. We first determined 430 genes to upregulated in BAT warm-conditioned T_reg_ cells, with 222 genes being significantly altered (p<0.05). We then overlaid BAT T_reg_-upregulated genes with VAT T_reg_ tissue specific expression gene data. 181 genes were matched between both microarary chips, with 169 genes also upregulated in VAT, and only 12 genes specific for BAT (left). The corresponding analysis of the 516 genes upregulated in cold BAT T_reg_ cells versus warm spleen T_reg_ cells revealed 194 genes to be significantly upregulated. 158 could be matched to VAT T_reg_-specific genes, of which 148 were VAT-specific, whereas only 10 were specific for BAT. P-values indicate the significance of overrepresentation of BAT T_reg_-specific genes in the VAT T_reg_ signature. (E) Comparison of VAT-T_reg_ specific genes on BAT warm (left) or BAT cold (right) gene signatures. Of 1839 genes specifically overexpressed in VAT T_reg_ cells, 1059 were statistically significantly (p<0.05) upregulated. Of these 1059 genes, 829 were also detectable in the BAT T_reg_ microarray. When comparing the VAT T_reg_ signature to warm BAT T_reg_ cells, 660 genes were overrepresented in VAT, whereas cold BAT T_reg_ cells show 685 genes to be overrepresented in VAT.

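Between warm BAT and splenic T_conv_ cells, 1398 probes were more than 2-fold higher in BAT and 487 more than 2-fold lower, of which limma called 330 and 132. The total of 462 fell to 174 without replicate 1, 200 without replicate 2 and 264 without replicate 3 of the warm BAT T_conv_ cells, and to 273 without replicate 2 of the splenic T_conv_ cells. It rose to 906 without replicate 1 of the splenic T_conv_ cells. Among the probes called higher, 46 (13.9%) were not detected on any spleen T_conv_ array. Among the 8068 probes detected on all 6 arrays, 111 were called higher and 117 lower.

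In BAT T_conv_ cells, 72 probes were more than 2-fold higher after the cold challenge and 186 more than 2-fold lower. With limma, 0 probes were called higher and 1 lower, and 761 probes (4.37%) had an unadjusted p under 0.05. Chance gives 5% only if the spread shared by all 18 arrays holds for these groups. The counts rose toward large p-values, to 1016 probes at 0.95 or above, where 869.75 would be expected. The 4.37% therefore does not show that no probe differed. The methods' t-test on the log2 signals found 18 higher and 90 lower probes over 2-fold at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. On linear signals without background correction the methods' t-test found 0 at an unadjusted p under 0.05. The 1 probe called by limma was lost in each of the 6 fits that left out 1 of these arrays, 5 of which called 0 probes, and without replicate 2 of the warm BAT T_conv_ cells 1 other probe was called.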

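Between warm BAT T_reg_ and T_conv_ cells, which shared a BeadChip, 528 probes were more than 2-fold higher in T_reg_ cells and 302 more than 2-fold lower. With limma, 99 were called higher, with a median log2 difference of 1.87, and 33 lower, with a median of -2.05. Of these, 20 and 7 were not detected on any array of the dimmer group, and with those at the lowest detected signal the medians were 1.85 and -2.05. The total of 132 fell to 68 without replicate 3 and to 70 without replicate 2 of the T_conv_ cells, and was 93 or more without each of the other 4 arrays.

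The means of the cold BAT arrays had no part in choosing these probes, although these arrays shared the normalization, the filter and the estimate of the spread. There, 97 of the 99 probes were also higher in T_reg_ than in T_conv_ cells, 63 of them called by limma, and 32 of the 33 were also lower, 22 of them called. Between cold BAT T_reg_ and T_conv_ cells as a whole, 789 probes were more than 2-fold higher and 393 more than 2-fold lower, of which 217 and 58 were called. That total of 275 fell to 118 without replicate 3 and 141 without replicate 1 of the cold BAT T_conv_ cells and rose to 548 without replicate 3 of the cold BAT T_reg_ cells.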

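In cold BAT T_reg_ cells, 1379 probes were more than 2-fold higher than in splenic T_reg_ cells of warm mice and 696 more than 2-fold lower. Limma called 595 and 314 of them. Of the 595 higher probes, 242 (40.7%) were not detected on any spleen T_reg_ array. Among the 8867 probes detected on all 6 arrays, 137 were called higher and 296 lower. The total of 909 fell to 469 without replicate 1 of the cold BAT T_reg_ cells and to 529 without replicate 2 of the splenic T_reg_ cells, and it was 1167 without replicate 3 of the cold BAT T_reg_ cells. In this comparison the tissue, the temperature and the BeadChip all differ between the groups.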

**Table 1:** Principal biological processes affected by T_reg_ cell depletion in BAT.

	Biological process	GO number	FDR (%)
Immune processes	Immune response	GO0006955	<0.001
	Inflammatory response	GO0006954	<0.001
	Innate immune response	GO0045087	0.048
	Adaptive immune response	GO0002250	0.151
			
	Chemotaxis	GO0006935	<0.001
	Leukocyte chemotaxis	GO0030595	0.008
	Cell migration	GO0016477	13.344
			
	Cell activation	GO0001775	0.057
	Myeloid leukocyte activation	GO0002274	<0.001
	Leukocyte activation	GO0045321	0.097
	T cell activation	GO0042110	0.194
	Lymphocyte activation	GO0046649	0.500
	Activation of immune response	GO0002253	1.459
			
	Cell proliferation	GO0008283	2.271
	Mononuclear cell proliferation	GO0032943	0.101
	T cell proliferation	GO0042098	0.113
	Lymphocyte proliferation	GO0046651	0.125
			
	Myeloid cell differentiation	GO0030099	0.051
	Leukocyte differentiation	GO0002521	4.297
	Lymphocyte differentiation	GO0030098	5.157
			
Cytokines	Cytokine and chemokine mediated signaling pathway	GO0019221	0.231
	Cytokine production	GO0001816	1.637
	Cytokine biosynthetic process	GO0042089	3.518
	Cytokine metabolic process	GO0042107	4.244
			
Metabolism	ATP metabolic process	GO0046034	11.567
	ATP biosynthetic process	GO0006754	8.646
	Phosphate transport	GO0006817	0.021
	ATP synthesis coupled proton transport	GO0015986	3.864

Next, we investigated whether differences exist between the gene expression profiles for cold- and warm-exposed T_reg_ cells. 

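Between cold and warm BAT T_reg_ cells, 254 probes were more than 2-fold higher in the cold and 253 more than 2-fold lower. With limma, 13 were called higher, with a median log2 difference of 1.67, and 2 were called lower, with a median of -1.53, or -1.43 when undetected signals were set to the lowest signal detected on the same array. Of the 13, 2 were not detected on any warm array, and of the 2, 1 was not detected on any cold array. Without a minimum fold, 20 of the 17395 probes had an adjusted p-value under 0.05. An unadjusted p under 0.05 was found for 1040 probes (5.98%), where chance gives 5% if the shared spread holds for these groups. The 2 groups lay on different BeadChips.

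The number of probes rested on single arrays. Without replicate 3 of the cold BAT T_reg_ cells 133 probes were called, 128 of them higher in the cold, and 45 were called without replicate 2. Leaving out each of the other 4 arrays gave between 11 and 16, but not the same probes. Of the 13 higher probes, 5 were still called without each warm BAT T_reg array in turn. Without replicates 1, 2 and 3 of the cold BAT T_reg cells, 3, 10 and 13 of them were still called. When only the 6 arrays compared were fitted, limma called 0 probes. The methods' t-test, on linear signals without background correction at an unadjusted p under 0.05, found 11 probes higher and 5 lower over 2-fold, and 0 after Benjamini-Hochberg adjustment. On log2 signals the methods' t-test found 73 higher and 77 lower, and 0 after adjustment.

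**Figure D4:**
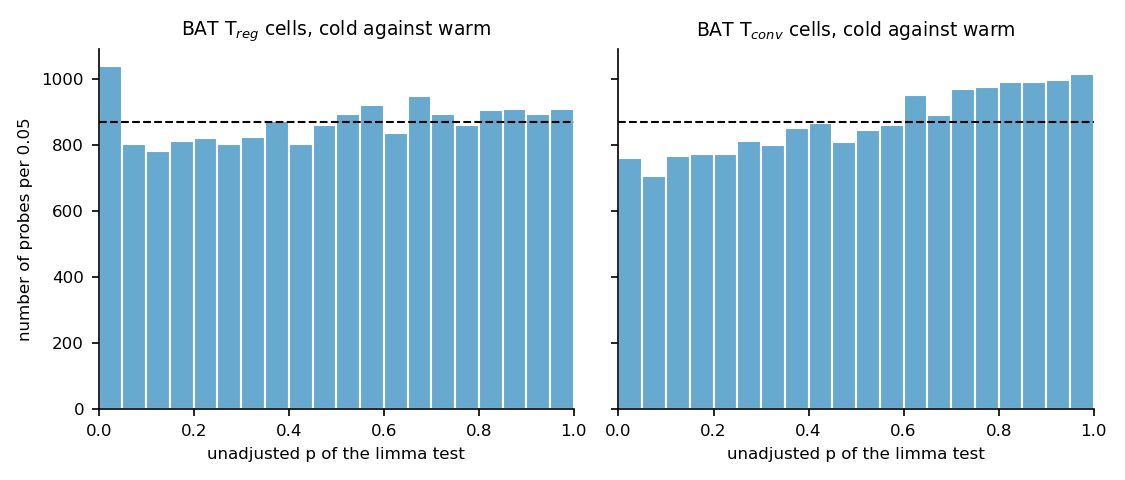
Unadjusted p-values from limma for cold against warm BAT, in T_reg_ cells (left) and T_conv_ cells (right). Each bar counts the probes in a p-value interval of 0.05, out of 17395. The dashed line gives the count per interval if no probe differed and the shared spread held for these groups. The first bar holds 1040 probes for T_reg_ cells and 761 for T_conv_ cells.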

While the majority of genes was expressed at comparable levels in both cell types, 11 genes displayed significant gene expression changes in response to cold challenge (Fig. 1A), including coiled-coil-helix-coiled-coil-helix domain containing 10 (Chchd10), solute carrier protein family 52, member 3 (Slc52a3), protein tyrosine phosphatase, receptor type, S (Ptprs), RFT1 homolog (S. cerevisiae) (Rft1), dishevelled associated activator of morphogenesis 2 (Daam2), zinc finger protein 668 (Zfp668), stromal interaction molecule 1 (Stim1), family with sequence similarity 65, member B (Fam65b), RAS-like, family 11, member B (Rasl11b), centromere protein L (Cenpl), and polymerase (RNA) I polypeptide A (Polr1a) suggesting that this gene cluster represents a cold-specific T_reg_ cell signature in BAT.

### Cold activation of BAT requires T_reg_ cells for proper thermogenic gene expression

To next test the impact of T_reg_ cells on systemic energy expenditure under cold conditions, we performed deep metabolic phenotyping of T_reg_-proficient and T_reg_-deficient mice. Due to the lack of fat-specific T_reg_ targeting systems to date, we employed transgenic mice expressing the diphtheria toxin (DT) receptor under the control of Foxp3 gene regulatory elements [19]. Given the development of systemic immune dysfunction two weeks after DT administration in these animals [19], we restricted our analysis to the adaptation of systemic metabolism to an acute cold challenge and analyzed 48 h after T_reg_ depletion. Therefore, control littermates and T_reg_-depleted mice were challenged with an acute 4°C cold exposure after adaptation to room temperature (22°C). In line with previous studies [7], administration of DT to these animals resulted in the rapid systemic depletion of Foxp3-expressing cells (Fig. 2A).

While T_reg_ deficiency did not exert any effects on respiratory activity under room temperature conditions as demonstrated by unchanged oxygen consumption rates (Fig. 2B), depletion of T_reg_ cells significantly reduced oxygen consumption at cold conditions (Fig. 2B), while leaving food intake and locomotor activity unchanged (Fig. 2C, D).

**Fig 2:**
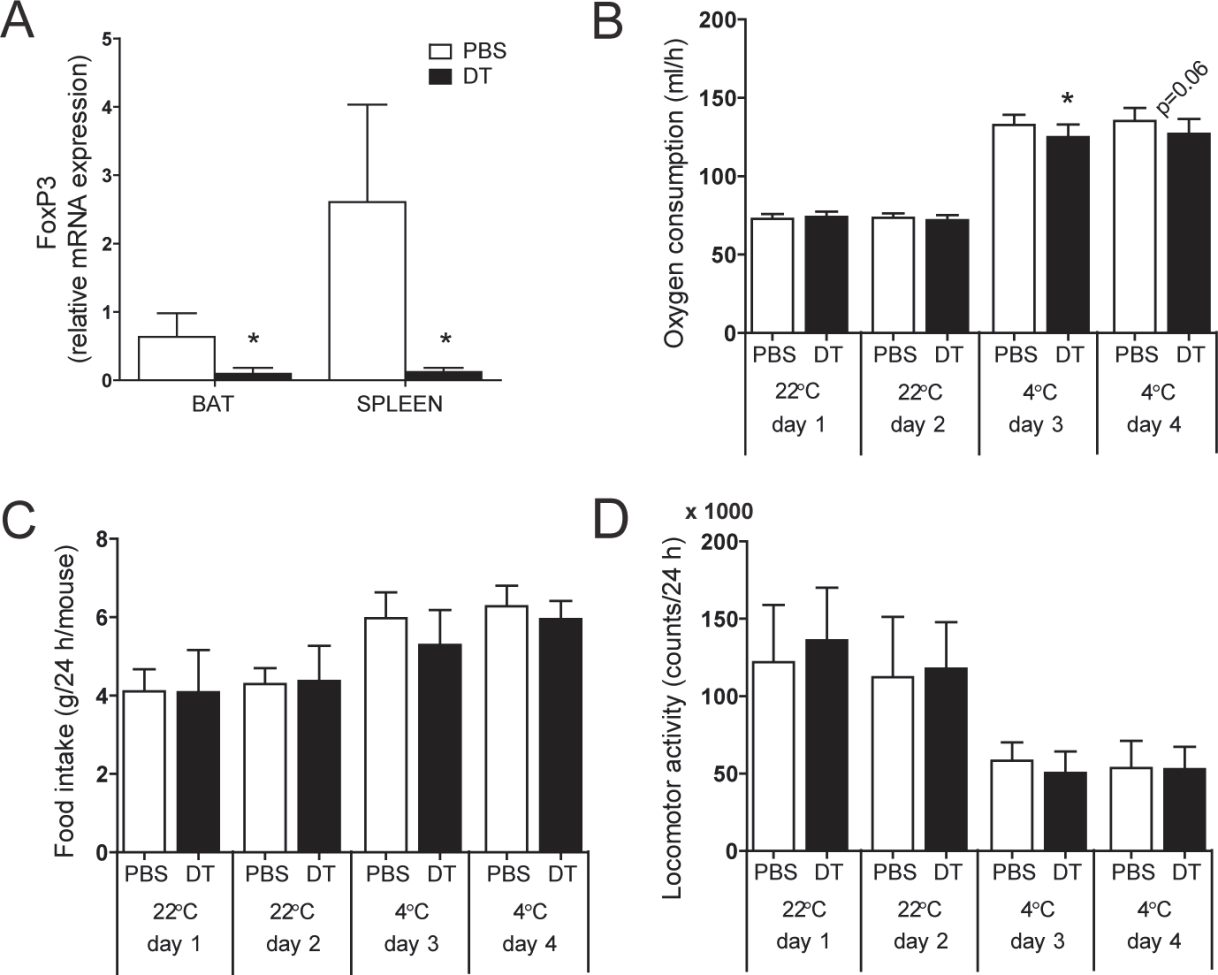
T_reg_ cell depletion and metabolic phenotyping. (A) Real-time RT-PCR analysis of FoxP3 expression in brown adipose tissue (BAT) and spleen in T_reg_ cell-proficient (PBS) and T_reg_ cell-deficient (DT) mice. (B) Oxygen consumption, (C) food intake and (D) locomotor activity during 4 consecutive days at 22°C and 4°C. Injections of vehicle (PBS) or diphtheria toxin (DT) were performed at day 2 and day 3. Values are mean ± SD (n = 9–10); *P<0.05 (Student’s t-test).

Of note, diphtheria toxin administration had no effect on oxygen consumption in wild-type animals (data not shonw), demonstrating the specificity of the observed effects. Also, body and adipose tissue weights and other metabolic parameters, including blood glucose, serum non-esterified fatty acids (NEFA) and triglycerides, remained unaffected by T_reg_ cell-depletion (Fig. 3A-E).

**Fig 3:**
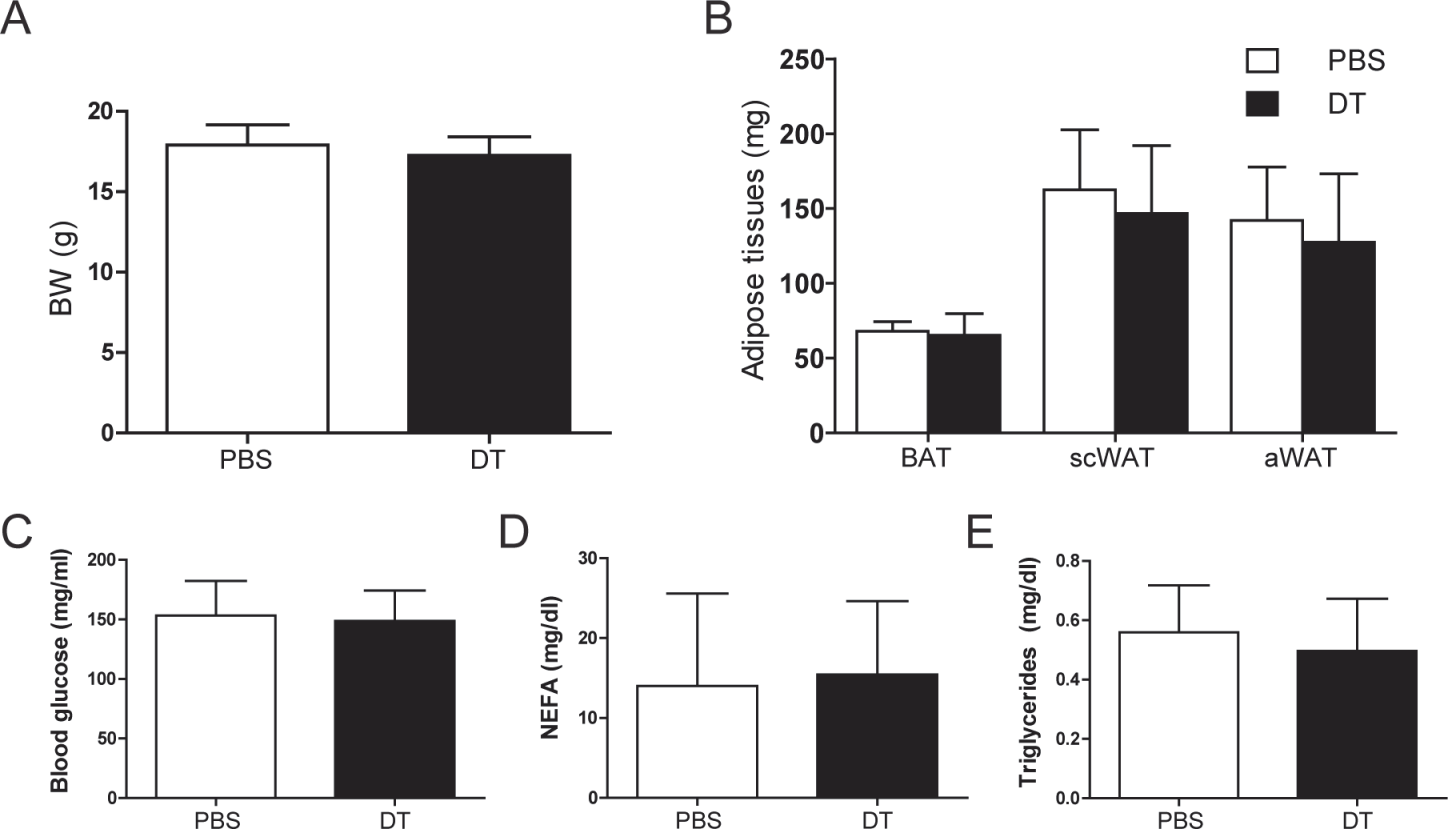
Physiological parameters. (A) Body weight (BW) and (B) adipose tissues weights of T_reg_ cell-proficient (PBS) and T_reg_ cell-deficient (DT) mice after cold exposure. BAT, brown adipose tissue; scWAT, subcutaneous white adipose tissue, aWAT, abdominal white adipose tissue. (C) Blood glucose, (D) serum non-estherified fatty acids (NEFA) and (E) serum triglycerides in PBS and DT mice. Values are mean ± SD (n = 9–10); *P<0.05 (Student’s t-test).

These data supported the hypothesis that T_reg_ cells may exert regulatory functions in BAT activation in response to cold stimulation. Consistent with impaired BAT activity, heat production per animal was decreased (S1 Fig.). Also, selective gene expression profiling revealed that particularly genes in the thermogenic gene program were downregulated in cold-exposed BAT upon T_reg_ cell deficiency (Fig. 4A), without affecting browning markers in subcutaneous WAT (Fig. 4B). Pro-inflammatory markers, including chemokine (C-C motif) ligand 2 (Ccl2) and tumor necrosis factor alpha (Tnfa), were found to be induced upon the lack of T_reg_ cell function. Along with these observations, T_reg_-deficient BAT displayed a substantial increase in macrophage infiltration (Fig. 4C).

**Fig 4:**
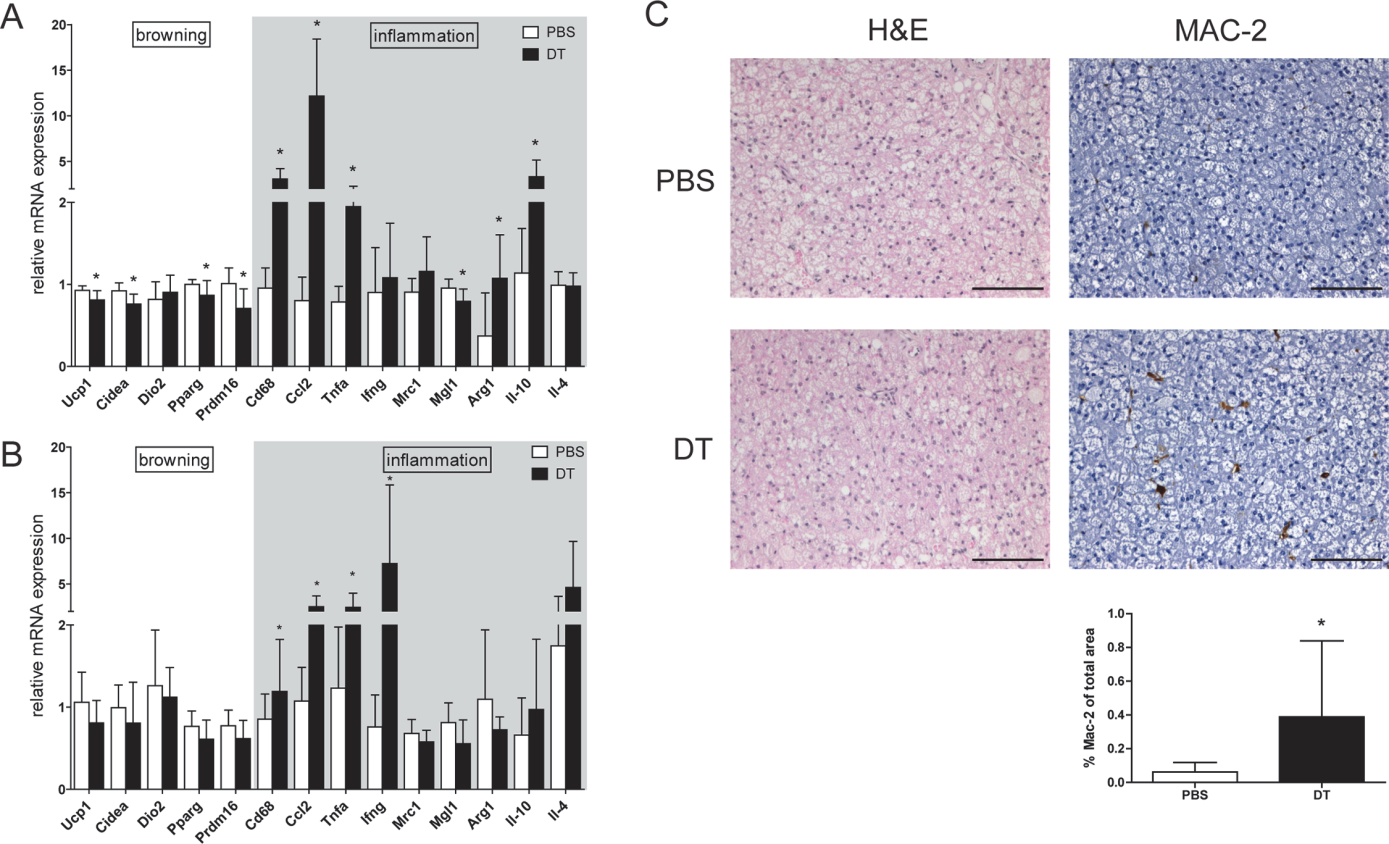
Inflammatory status of adipose tissue. Real-time RT-PCR analysis of (A) brown adipose tissue (BAT) and (B) subcutaneous white adipose tissue of T_reg_ cell-proficient (PBS) and T_reg_ cell-deficient (DT) mice after cold exposure. Ucp1, uncoupling protein 1; Cidea,cell death-inducing DNA fragmentation factor, alpha subunit-like effector A; Dio2,deiodinase, iodothyronine, type II; Pparg, peroxisome proliferator-activated receptor gamma; Prdm16, PR domain containing 16; Cd68, Cd68 antigen; Ccl2,chemokine (C-C motif) ligand 2; Tnfa, tumor necrosis factor alpha; Ifng, interferon, gamma; Mrc1, mannose receptor, C type 1; Mgl1, macrophage galactose-type C-type lectin 1; Arg1,arginase 1; Il-10, interleukin 10; Il-4, interleukin 4. Data are mean ± SD (n = 9–10); *p<0.05 (Student’s t-test). (C) Representative hematoxylin and eosin (H&E) staining (left) and immunohistochemical anti-MAC-2 staining (right; brown color) in BAT from PBS and DT mice. Scale bar 100 μm. Quantification of MAC-2 positive area (panel below MAC-2 staining) as a percentage of total area.

### T_reg_ cells control distinct inflammatory and metabolic pathways in BAT

The data thus far indicated that suppressive T_reg_ cell function plays an important role in the execution of proper BAT function with implications for systemic energy expenditure, prompting us to analyze T_reg_-dependent molecular networks in BAT in more detail. To this end, we performed microarray analysis of cold-exposed T_reg_-deficient and -proficient BAT. Hierarchical clustering analysis showed a clear difference in transcription pattern between respective groups (S2 Fig.). It revealed that the absence of T_reg_ cells led to the marked upregulation of genes involved in immune processes. Most prominent among 107 significantly upregulated genes in T_reg_-deficient BAT were CC chemokine family members, namely Ccl2, -3, -6, -7 and -9. In parallel, expression of the macrophage marker Cd68 was upregulated. Increased infiltration of macrophages in BAT was indeed confirmed by immunohistochemical staining and its quantification for an additional macrophage marker MAC-2 (Fig. 4C). Moreover, high transcript levels of members of the Toll-like receptor family (Tlr7, -8, -13) were observed, suggesting activation of innate immune system in T_reg_ cell-deficient BAT. At the same time, a glycolytic enzyme aldolase A (Aldoa) and a glucose/fructose transporter solute carrier family 2 (facilitated glucose transporter), member 5 (Slc2a5) were downregulated in T_reg_-deficient BAT, which might indicate impaired glucose utilization. Manual inspection of the gene expression data for gene members of glycolytic pathway indeed demonstrated that expression of pyruvate dehydrogenase kinase, isoenzyme 1 (Pdk1), glucose-6-phosphatase, catalytic (G6pc), phosphoglycerate kinase 1 (Pgk1), hexokinase 1 (Hk) and phosphoglucomutase 3 (Pgm3) were decreased as well, although did not reach the stringent criteria for statistical significance.

Subsequent pathway analysis using Gene Set Enrichment Analysis (GSEA) software confirmed the hierarchical clustering and showed that the absence of T_reg_ cells led to substantial upregulation of immune processes, in particular of pro-inflammatory pathways involving cell differentiation, proliferation, trafficking and activation (Table 1). Furthermore, at the same time ATP metabolic processes were upregulated in T_reg_-deficient BAT (Table 1). Thus, T_reg_ cell ablation altered the activity in particular of pro-inflammatory pathways while at the same time controlling ATP synthesis-related genes and glycolysis overall suggesting that BAT-associated T_reg_ cells indeed impose a critical regulatory input into BAT macrophage activity as well as energy production.

## Discussion

In this study, we characterized the gene expression profile of BAT T_reg_ cells under two different temperature conditions and investigated the role of T_reg_ cells in BAT activation after cold challenge.

Recently, a unique population of T_reg_ cells with a distinct gene expression signature has been characterized in VAT [23] and its contribution to proper white adipose function has been described [11]. Given the opposing functions of white and brown adipose tissues, this prompted us to investigate T_reg_ cell population characteristics in BAT under different temperature conditions. 

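Over the 17395 tested probes, Pearson's correlation between 2 arrays, across probes that are not independent of one another, averaged 0.861 among the 6 BAT T_reg_ arrays. It averaged 0.838 between BAT T_reg_ and BAT T_conv_ arrays, 0.733 between BAT T_reg_ and splenic T_reg_ arrays and 0.660 between BAT T_reg_ and splenic T_conv_ arrays. The 6 spleen arrays correlated with each other by 0.739 on average, less than the 0.905 among BAT T_conv_ arrays. In a clustering of the 18 arrays on all tested probes, by 1 minus Pearson's correlation with average linkage, the 6 BAT T_reg_ arrays stood alone at 6 clusters, after 4 splenic arrays had split off singly. With Euclidean distance and complete linkage they stood alone at 2 clusters. Removing the mean of each BeadChip also removes differences between tissues and temperatures, since each BeadChip held 1 of them, and leaves those between T_reg_ and T_conv_ cells. After this, 2 clusters held the 9 T_reg_ and the 9 T_conv_ arrays of all tissues, and the 6 BAT T_reg_ arrays did not form a cluster of their own.

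Between splenic T_reg_ and T_conv_ cells, 800 probes were more than 2-fold higher and 610 more than 2-fold lower, of which limma called 103 and 59. That fit takes the spread of a probe as equal in all groups. Arrays of the same group correlated by 0.712 (splenic T_conv_) and 0.785 (splenic T_reg_) on average, against 0.848 to 0.92 in the BAT groups. Fitted on the 6 spleen arrays alone, limma called 1 and 0. Without replicate 1 of the splenic T_conv_ cells 361 probes were called, and the other fits with 1 array left out gave 161 to 224. Of the 99 probes higher in warm BAT T_reg_ than in warm BAT T_conv_ cells, 62 were higher in splenic T_reg_ than in splenic T_conv_ cells, 12 of them called. The mean log2 signal of the 99 probes was 7.39 ± 0.14 (SD, n = 3) in cold BAT T_reg_ and 5.70 ± 0.04 in cold BAT T_conv_ cells, a difference of 1.69. In the spleen it was 5.67 ± 0.07 in T_reg_ and 5.25 ± 0.05 in T_conv_ cells, a difference of 0.43. The differences differed by 1.26 (standard error 0.10 from the spread between arrays), and by 1.22 to 1.34 with each of the 12 arrays left out in turn. They differed by 0.70 without background correction and by 1.75 with median scaling. Tested probe by probe with limma, the T_reg_ minus T_conv_ difference was called larger in cold BAT than in spleen for 10 of the 99 probes (10.1%) and smaller for 0 (over all probes, 2131 had an unadjusted p under 0.05). Of the 99 probes, 87 were not detected on all 6 spleen arrays.

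**Figure D5:**
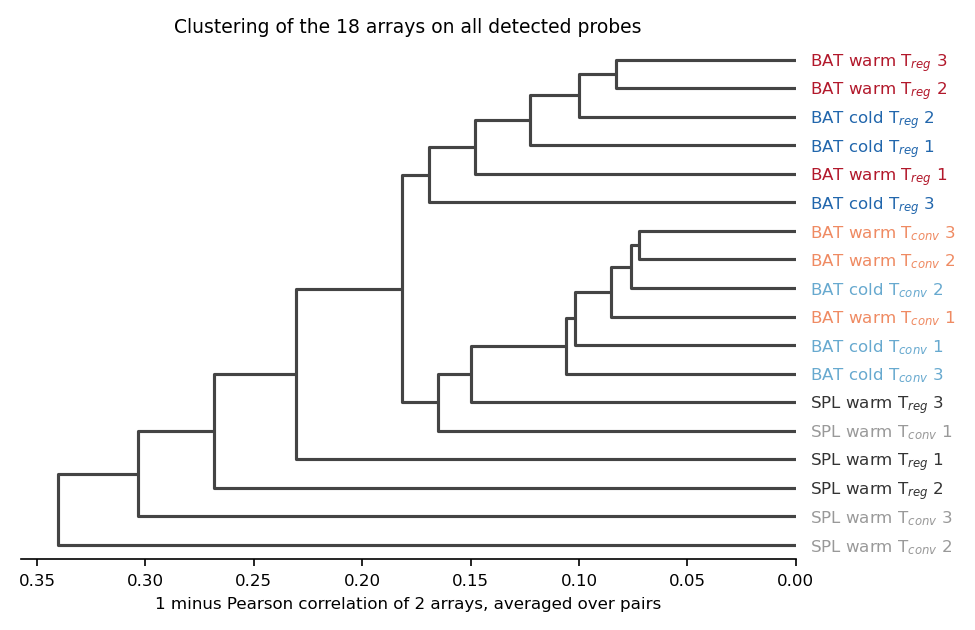
Clustering of the 18 arrays on the 17395 tested probes. The horizontal axis gives 1 minus Pearson's correlation at which groups of arrays join, averaged over pairs of arrays, and each leaf is an array named by tissue, temperature, cell type and replicate. The 6 BAT T_reg_ arrays form one branch, and the 6 BAT T_conv_ arrays share another with 2 splenic arrays.

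**Figure D6:**
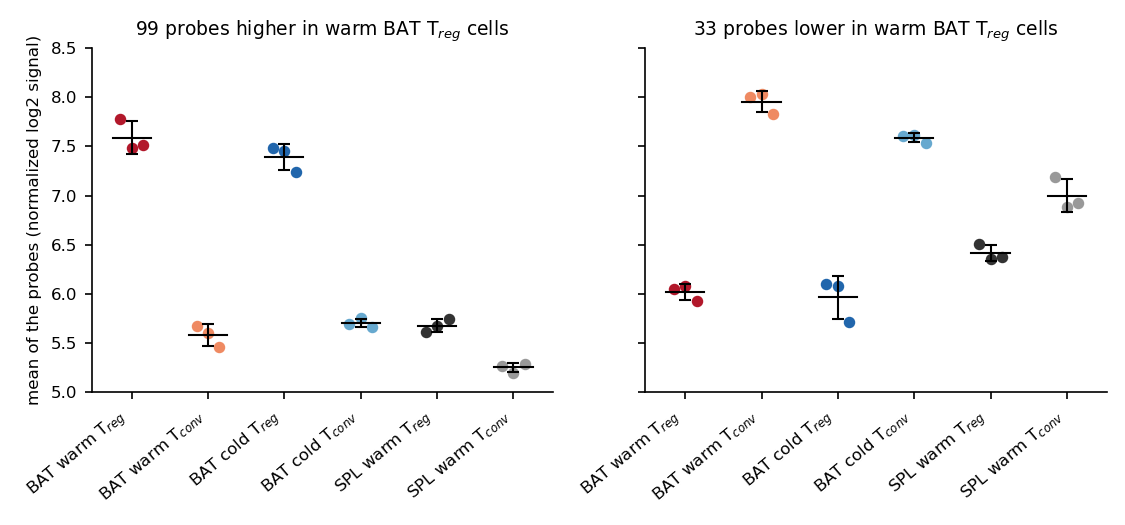
Mean normalized log2 signal, per array, of the 99 probes higher (left) and the 33 probes lower (right) in warm BAT T_reg_ than in warm BAT T_conv_ cells. Points are arrays, and lines are means with the SD (n = 3). In the left panel cold BAT T_reg_ cells average 7.39 and splenic T_reg_ cells 5.67. The warm BAT arrays chose the probes.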

The gene expression profile of BAT T_reg_ cells clearly differentiated them from spleen T_reg_ cells and from conventional BAT and spleen T cells. Direct comparison to the visceral T_reg_ cell expression profile revealed a close similarity of BAT and VAT T_reg_ cells, but also a BAT specific T_reg_ signature. Furthermore, we compared the T_reg_ cell expression profile from warm and cold temperature condition and identified 11 unique differentially expressed genes. 

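The response of BAT T_reg_ cells to cold was also set against that of BAT T_conv_ cells. The 13 probes called higher in cold than in warm BAT T_reg_ cells had a median log2 difference of 0.08 between cold and warm BAT T_conv_ cells, and 0 of them were more than 2-fold higher there. Tested directly with limma, the cold response was called different between T_reg_ and T_conv_ cells for 0 probes, with a smallest adjusted p of 0.102, and 686 probes (3.94%) had an unadjusted p under 0.05. With median scaling 6 probes were called. Without replicate 3 of the cold BAT T_reg_ cells 29 were called, 3 without replicate 1, and at most 1 without each of the other 10 arrays.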

The high correlation of BAT- and VAT-specific T_reg_ genes indicate common adipose tissue factors that induce the phenotype of fat resident T_reg_ cells. Indeed, Pparg, the central transcription factor involved in VAT T_reg_ cell accumulation and function [12], is also over-expressed in BAT T_reg_ cells, however, much less pronounced. The identification of a VAT independent but BAT-specific T_reg_ cell signature suggests that additional factors shape BAT T_reg_ cell phenotype and function.

Lack of T_reg_ cells [7] or their phenotypic change [24] in WAT upon high-fat feeding is associated with VAT dysfunction. In agreement with these findings, metabolic phenotyping after systemic T_reg_ cell depletion also indicated impaired BAT function, demonstrated by decreased oxygen consumption in T_reg_ depleted mice and prevention of the activation of thermogenic genes. Decreased thermogenesis is often translated into enhanced adiposity [25]; however, BW and fat pad weight after cold stimulation remained unchanged in T_reg_-proficient and T_reg_-deficient mice due to increased food intake, which most likely compensated for increased energy expenditure. Decreased thermogenesis in T_reg_-deficient mice did not affect adiposity, given only the short period of observation.

T_reg_ cell depletion potentiates tissue inflammation and influences number and activation state of macrophage and dendritic cells [19]. It has been shown that sustaining adaptive thermogenesis requires alternative activation of BAT-resident macrophages in cold-challenged mice [14], which was precluded upon T_reg_ cell depletion. Indeed, pro-inflammatory Tnfa and several members of CC chemokine family were among the most upregulated genes in cold-challenged T_reg_ cell depleted BAT. Therefore, impaired BAT function might be at least partly attributed to inability of alternative macrophage activation due to the loss of T_reg_ cell suppressive function and the markedly increased inflammatory state of the tissue, since inflammation can suppress induction of Ucp1 expression [26,27].

Cold exposure is associated with lipolysis stimulation and increased glucose uptake in BAT [28–30], where released fatty acids and glucose represent a metabolic fuel. In our setting, glucose transporter together with glycolytic pathway activation in T_reg_-deficient mice remained downregulated compared to control mice, indicating impaired fuel utilization. Moreover, ATP metabolic processes were upregulated in T_reg_-deficient BAT, suggesting that high inflammatory status of the tissue prevented heat production.

Our study defines the molecular signature of BAT-specific T_reg_ cells and also implies a functional role of T_reg_ cells in BAT function during cold exposure. Given the therapeutic potential of BAT activation for conditions of metabolic dysfunction, the modulatory role of BAT-associated T_reg_ cells may now provide clues for novel BAT-based therapies in obesity and type 2 diabetes.

## Supporting Information

S1 Fig Heat production. T_reg_ cell-proficient (PBS) and T_reg_ cell-deficient (DT) mice heat production during 4 consecutive days at 22°C and 4°C. Injections of vehicle (PBS) or diphtheria toxin (DT) were performed at day 2 and day 3. Values are mean ± SD (n = 9–10); *P<0.05.
(TIF) Click here for additional data file.

S2 Fig Hierarchical clustering analysis of differentially expressed genes from T_reg_-proficient and -deficient BAT. Heat map showing all FDR-significant genes and genes with fold-change higher than twofold with nominal p-value below 0.01.
(TIF) Click here for additional data file.

S1 Table BAT Treg-specific gene signature. Genes over-expressed in warm-conditioned BAT Treg cells compared to spleen Treg cells from the same mice were identified (2-fold up-regulated). These genes were then compared with visceral adipose tissue (VAT) Treg cells and selected for not-different expressed in visceral Treg vs lymph node Treg cells (less than 1.2-fold change). These 28 genes are listed with their differential expression values color-coded to indicate significance (p<0.05, red font color) and expression change between BAT and SPL tissue (two-fold induction, green font color). Genes with more than two-fold induction only in Treg BAT cells, but not in Tconv BAT cells, comprise a Treg-specific BAT gene signature.
(DOCX) Click here for additional data file.

# Supplementary material for: Brown Adipose Tissue Harbors a Distinct Sub-Population of Regulatory T Cells
**Source:** PLoS One. 2015 Feb 25;10(2):e0118534. doi: 10.1371/journal.pone.0118534
**Supplement:** S1 Table — Genes over-expressed in warm-conditioned BAT Treg cells compared to spleen Treg cells from the same mice were identified (2-fold up-regulated). These genes were then compared with visceral adipose tissue (VAT) Treg cells and selected for not-different expressed in visceral Treg vs lymph node Treg cells (less than 1.2-fold change). These 28 genes are listed with their differential expression values color-coded to indicate significance (p<0.05, red font color) and expression change between BAT and SPL tissue (two-fold induction, green font color). Genes with more than two-fold induction only in Treg BAT cells, but not in Tconv BAT cells, comprise a Treg-specific BAT gene signature.

**Supplementary Table 1**

| **Gene name** | **BAT Treg vs SPL Treg** | **p-value** | **BAT Tconv vs SPL Tconv** | **p-value** |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| 2310033F14RIK | 2.3072 | 0.0243 | 1.4077 | 0.1755 |
| AKAP9 | 2.9492 | 0.0322 | 1.6643 | 0.1459 |
| AKAP9 | 2.7805 | 0.0451 | 1.6276 | 0.1648 |
| B230380D07RIK | 3.0864 | 0.0156 | 1.0946 | 0.2256 |
| BC037034 | 3.5732 | 0.0342 | 0.8783 | 0.8550 |
| CHST2 | 2.4040 | 0.0143 | 2.9137 | 0.0344 |
| CXCR3 | 2.3766 | 0.0075 | 2.8601 | 0.0219 |
| D19WSU162E | 2.6084 | 0.0395 | 1.0395 | 0.9217 |
| ELK3 | 2.4153 | 0.0014 | 1.2409 | 0.4051 |
| GRINA | 2.0828 | 0.0243 | 1.2683 | 0.2372 |
| HCFC1 | 2.5447 | 0.0040 | 0.5565 | 0.0957 |
| HPRT1 | 2.2453 | 0.0163 | 1.8202 | 0.0330 |
| IFNG | 2.8331 | 0.0376 | 6.6587 | 0.0064 |
| IRF1 | 2.7469 | 0.0277 | 1.6627 | 0.2889 |
| LARS | 2.8904 | 0.0349 | 1.0905 | 0.6236 |
| MAPKAP1 | 2.2330 | 0.0064 | 1.9464 | 0.0557 |
| MTCH1 | 2.2702 | 0.0248 | 1.5886 | 0.1448 |
| PARP1 | 2.4296 | 0.0386 | 1.3416 | 0.3917 |
| PDE4D | 2.5652 | 0.0303 | 1.6329 | 0.3808 |
| PJA2 | 2.0018 | 0.0091 | 1.8963 | 0.0426 |
| RASGRP4 | 2.8086 | 0.0160 | 1.2669 | 0.6855 |
| RASL11B | 2.0390 | 0.0292 | 2.6238 | 0.1645 |
| RGS1 | 2.1414 | 0.0116 | 3.5543 | 0.0074 |
| RIN3 | 2.2300 | 0.0200 | 1.9723 | 0.0212 |
| SBF1 | 2.0407 | 0.0321 | 1.3023 | 0.1575 |
| SDC3 | 2.5299 | 0.0473 | 1.3140 | 0.1155 |
| SLC41A3 | 2.8518 | 0.0048 | 1.2701 | 0.5356 |
| SLC41A3 | 2.1879 | 0.0216 | 1.1987 | 0.5757 |
| SOCS3 | 2.3520 | 0.0204 | 1.8884 | 0.2683 |
| TALDO1 | 2.3524 | 0.0319 | 2.0468 | 0.0883 |

**Supplementary Table 1: BAT T_reg_-specific gene signature**. Genes over-expressed in warm-conditioned BAT T_reg_ cells compared to spleen T_reg_ cells from the same mice were identified (2-fold up-regulated). These genes were then compared with visceral adipose tissue (VAT) T_reg_ cells and selected for not-different expressed in visceral T_reg_ vs lymph node T_reg_ cells (less than 1.2-fold change). These 28 genes are listed with their differential expression values color-coded to indicate significance (p<0.05, red font color) and expression change between BAT and SPL tissue (two-fold induction, green font color). Genes with more than two-fold induction only in T_reg_ BAT cells, but not in T_conv_ BAT cells, comprise a T_reg_-specific BAT gene signature.

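The signature in this table separates genes induced in BAT T_reg_ cells alone from genes induced in BAT T_conv_ cells as well, by whether each passes 2-fold in one or both cell types. Its genes were not matched to probes here. Over all probes, 185 (41.9%) of the 442 called higher in warm BAT against splenic T_reg_ cells were also more than 2-fold higher in warm BAT against splenic T_conv_ cells, 99 of them called there, and 400 (90.5%) had the same direction. The remaining 257 probes did not pass 2-fold in T_conv_ cells. When the BAT minus spleen difference in T_reg_ cells was tested against that in T_conv_ cells with limma, 12 of these 257 probes had a larger difference in T_reg_ cells. Of the 149 lower probes, 28 were also more than 2-fold lower in T_conv_ cells, and 138 had the same direction.

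In 20 simulated data sets with the measured spread, in which the BAT minus spleen difference was set equal in T_reg_ and T_conv_ cells, a median of 588 probes were called higher, of which 64% (60.9% to 69.3%) passed 2-fold in T_conv_ cells and at most 1 was called in the direct test. The measured values were 442, 41.9% and 13. Since more probes were called in the simulated data, the 2 percentages are not for the same number or size of differences. The spread of a probe was also simulated as equal in all groups, which leaves a larger spread on the spleen arrays untested. Over all 17395 probes, the direct test called 17 with a higher and 16 with a lower difference in T_reg_ cells, and 1452 had an unadjusted p under 0.05. The total of 33 was 138 without replicate 1 of the splenic T_conv_ cells, 14 without replicate 3 and 17 without replicate 1 of the warm BAT T_conv_ cells, 16 without replicate 1 and 21 without replicate 2 of the warm BAT T_reg_ cells, and 21 without replicate 2 of the splenic T_conv_ cells.

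**Figure D7:**
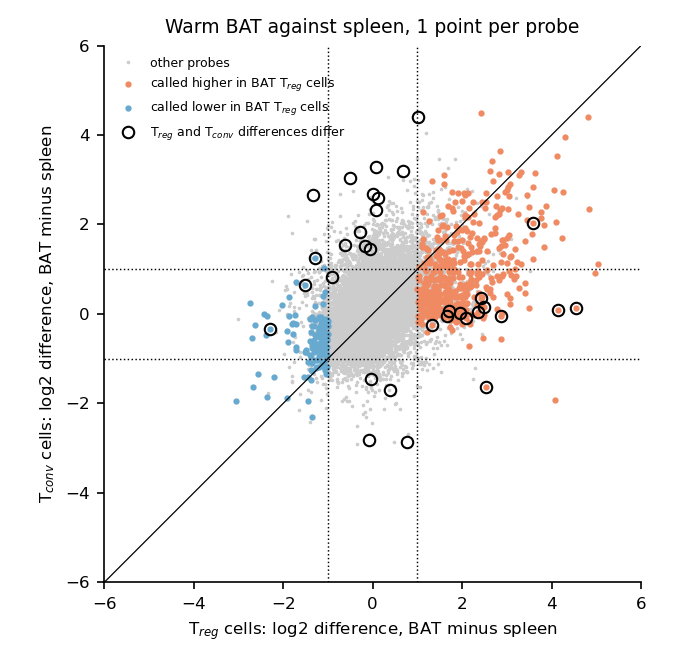
Log2 difference between warm BAT and spleen in T_reg_ cells (horizontal) and in T_conv_ cells (vertical) for each of the 17395 probes. Colored points were called in T_reg_ cells, black circles mark the 33 probes whose differences were called unequal between the cell types, dotted lines mark 2-fold, and the diagonal marks equal differences. Of the 442 probes called higher in T_reg_ cells, 185 lie above the upper dotted line.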

How the deposited data were processed for this re-analysis (not part of the article)

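Expression was measured in T_reg_ and T_conv_ cells of warm BAT, cold BAT and spleen on 18 arrays of the Illumina MouseWG-6 v2.0 BeadChip, 3 per group. The authors deposited 1 table with a mean bead intensity for each probe and array, which per the file headers was not normalized, and whose values show that no background had been subtracted. The authors also deposited a detection p-value for each probe and array, for which the file does not state the calculation. A further 72 columns held the spread and numbers of beads for each array and were not used. Each sample was matched to its column and its place on the BeadChips by the table's headers.

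The values of 45267 regular and 936 negative control probes were processed with limma 3.58.1 in R 4.3.3. The 34 other control probes were left out. The neqc function corrected the background with the negative controls, added an offset of 16, quantile-normalized the arrays and took log2. Probes with a detection p-value under 0.05 on all 3 arrays of at least 1 group were tested. The 18 arrays were fitted with 1 mean per group (12 residual degrees of freedom), and moderated tests with Benjamini-Hochberg adjustment over the 17395 tested probes were made for each comparison. A call needed more than 2-fold and an adjusted p-value under 0.05. Differences between the responses of T_reg_ and T_conv_ cells, or between tissues, were tested as interactions in the same fit. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The fit was tested on simulated data with equal spread in all groups. There, 170 of 200 changed probes were called between cold and warm BAT T_reg_ cells, along with 6 unchanged ones.

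For single probes, the rule set beforehand allowed the 5 highest and the 5 lowest by log2 difference among those called with no overlap between the arrays. The 2 highest and the 2 lowest between warm BAT and splenic T_reg_ cells were named. Undetected signals were set to the lowest signal detected on the same array to give a bound. Arrays were clustered by 1 minus Pearson's correlation with average linkage on all tested probes and on 40 called probes.

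The alternatives were no background correction, an offset of 50, scaling to the median, no filter, a detection p-value under 0.01, the replicate number or the BeadChip as a block, a fit of only the arrays compared, each array left out in turn, and the t-test of the paper's general statistics section on log2 or linear signals. The paper's text does not name the normalization or the test used for the T cell arrays. A filter at the 95th percentile of the negative controls and Welch's test were added later. The signal over background and the 3 arrays per group limit what can be called.

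The file holds probe identifiers and 0 gene names, and an annotation of the array was not used here, so results for single genes, lists of marker genes, counts of genes in place of probes and the genes of S1 Table were left out. The questions whether RNA from stromal cells or brown adipocytes, or stress during digestion, contributed to the BAT arrays were not analysed here for the same reason. The other experiments of the paper were not analysed here.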

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

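The comparison of cold BAT with spleen below was chosen after the counts in each tissue had been seen, as was its count over other splits of the arrays. The tissue difference of T_reg_ against that of T_conv_ cells was set beforehand.

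The difference between warm BAT and spleen was called unequal in T_reg_ and T_conv_ cells for some probes. Tested directly with limma, 33 probes were called, of which 17 had a higher and 16 a lower difference in T_reg_ cells, with a smallest adjusted p of 6.92e-05. Of the 17, 13 were also called higher in BAT against splenic T_reg_ cells, and of the 16, 13 were called higher in BAT against splenic T_conv_ cells. A BeadChip shift that adds equally to T_reg_ and T_conv_ arrays on the log2 scale cancels in this test. Such a shift alone would leave no called probes, apart from chance. Lower signal over background on a BeadChip can shrink the differences of dim probes, and that does not cancel. It remains that BeadChips and tissues cannot be told apart for the 442 probes higher in T_reg_ cells, 13 of which were called in the direct test. Over 100 splits of the arrays, 6, the real one included, called as many probes. All of the other 5 left BAT T_reg_ and T_conv_ arrays apart, so they retain the difference between these cells and do not decide whether chance can be excluded. Splits that mixed the BAT arrays called at most 22 probes. Of the 5, 1 exchanged all T_reg_ for T_conv_ arrays in 1 tissue, with 159 probes called, and the others mixed the spleen arrays. Single arrays moved the count from 14 without replicate 3 of the warm BAT T_conv_ cells to 138 without replicate 1 of the splenic T_conv_ cells. The lower signal of the spleen arrays was not tested for these probes. In 20 simulated data sets with equal differences in both cell types, at most 1 of the probes called higher in T_reg_ cells was called in the direct test, against the 13 measured. More probes were called higher in the simulated data than in the measured data, with a median of 588 against 442. Spread of the measured size, drawn as normal, equal in all groups and independent between probes, therefore does not account for the 13 probes. A larger spread on the spleen arrays was not simulated, so it stays open as a source. A tissue difference that is specific to a cell type stays open.

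The difference between T_reg_ and T_conv_ cells was also called unequal in cold BAT and spleen for some probes. Limma called 56 probes, 34 with a higher and 22 with a lower difference in BAT, with a smallest adjusted p of 2.64e-05. A BeadChip shift that adds equally on the log2 scale cancels here as well. Again 6 of 100 splits called as many, the other 5 of which mixed spleen arrays only and retain the cold BAT difference, so they do not decide whether chance can be excluded. Splits that mixed the BAT arrays called at most 19 probes. The lower signal of the spleen arrays stays open for these probes. The count was 259 without replicate 3 of the cold BAT T_reg_ cells, 94 without replicate 2 of them, 173 without replicate 1 of the splenic T_conv_ cells and 33 without replicate 1 of the splenic T_reg_ cells, and 25 or 26 without each cold BAT T_conv_ array. Temperature and tissue both differ between these groups, so a biological difference would belong to either.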

How the results depend on the processing

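Chosen after the main values had been seen were the filter at the 95th percentile of the negative controls, Welch's test, the comparison of cold BAT T_reg_ with T_conv_ cells, the cold response of T_reg_ minus that of T_conv_ cells, the cell type difference in cold BAT minus that in spleen, and the mean of the 99 probes. All other alternatives were chosen before the data were examined. Over all alternatives that left out no array, 155 values stayed within 1.5 times of the value reported or kept their call and 167 did not, and for 2 values of ILMN_1225201 the call was lost. With 1 array left out, 152 stayed and 82 did not. No probe called in the reported fit changed its direction with 1 array left out. Where a value moved, the cause was not tested unless it is named. Pairs of numbers below are probes called higher and lower.

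Without background correction, the probes called numbered 236 and 23 for warm BAT against splenic T_reg_ cells, 171 and 25 for warm BAT against splenic T_conv_ cells, 2 and 0 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 48 and 21 for warm BAT T_reg_ against T_conv_ cells, 315 and 35 for cold BAT against splenic T_reg_ cells, 10 and 12 for the tissue difference of T_reg_ minus that of T_conv_ cells, 62 and 30 for splenic T_reg_ against T_conv_ cells, 124 in all for cold BAT T_reg_ against T_conv_ cells, and 32 in all for the cell type difference in cold BAT minus that in spleen. Over 2-fold without a test they numbered 347 and 46 for warm BAT against splenic T_reg_ cells, 302 and 49 for warm BAT against splenic T_conv_ cells, 34 and 16 for cold against warm BAT T_reg_ cells, 2 and 1 for cold against warm BAT T_conv_ cells, and 385 and 51 for cold BAT against splenic T_reg_ cells.

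With an offset of 50 in place of 16, the probes called numbered 294 and 57 for warm BAT against splenic T_reg_ cells, 229 and 54 for warm BAT against splenic T_conv_ cells, 8 and 1 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 371 and 92 for cold BAT against splenic T_reg_ cells, and 177 in all for cold BAT T_reg_ against T_conv_ cells. Over 2-fold without a test they numbered 654 and 166 for warm BAT against splenic T_reg_ cells, 686 and 180 for warm BAT against splenic T_conv_ cells, 100 and 81 for cold against warm BAT T_reg_ cells, 26 and 38 for cold against warm BAT T_conv_ cells, and 680 and 208 for cold BAT against splenic T_reg_ cells.

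With median scaling in place of quantile normalization, the probes called numbered 961 and 8 for warm BAT against splenic T_reg_ cells, 685 and 16 for warm BAT against splenic T_conv_ cells, 31 and 11 for cold against warm BAT T_reg_ cells, 0 and 2 for cold against warm BAT T_conv_ cells, 1469 and 15 for cold BAT against splenic T_reg_ cells, 15 and 4 for the tissue difference of T_reg_ minus that of T_conv_ cells, 40 and 16 for splenic T_reg_ against T_conv_ cells, 457 in all for cold BAT T_reg_ against T_conv_ cells, and 6 in all for the cold response of T_reg_ minus that of T_conv_ cells. Over 2-fold without a test they numbered 2708 and 72 for warm BAT against splenic T_reg_ cells, 2413 and 92 for warm BAT against splenic T_conv_ cells, 541 and 266 for cold against warm BAT T_reg_ cells, 38 and 315 for cold against warm BAT T_conv_ cells, and 3233 and 70 for cold BAT against splenic T_reg_ cells.

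With no filter on dim probes, and therefore 45267 probes to adjust for, the probes called numbered 235 and 71 for warm BAT against splenic T_reg_ cells, 166 and 66 for warm BAT against splenic T_conv_ cells, 8 and 1 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 45 and 19 for warm BAT T_reg_ against T_conv_ cells, 368 and 169 for cold BAT against splenic T_reg_ cells, 11 and 5 for the tissue difference of T_reg_ minus that of T_conv_ cells, 56 and 32 for splenic T_reg_ against T_conv_ cells, 174 in all for cold BAT T_reg_ against T_conv_ cells, and 36 in all for the cell type difference in cold BAT minus that in spleen.

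When only the arrays compared were fitted, fewer arrays estimated the spread, and it was no longer shared with the other groups. The probes called then numbered 238 and 42 for warm BAT against splenic T_reg_ cells, 141 and 21 for warm BAT against splenic T_conv_ cells, 0 and 0 for cold against warm BAT T_reg_ cells, 0 and 2 for cold against warm BAT T_conv_ cells, 178 and 41 for cold BAT against splenic T_reg_ cells, 30 and 9 for the tissue difference of T_reg_ minus that of T_conv_ cells, 1 and 0 for splenic T_reg_ against T_conv_ cells, 127 in all for cold BAT T_reg_ against T_conv_ cells, and 30 in all for the cell type difference in cold BAT minus that in spleen.

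By the methods' t-test on the log2 signals at an unadjusted p under 0.05, the probes called numbered 753 and 228 for warm BAT against splenic T_reg_ cells, 691 and 215 for warm BAT against splenic T_conv_ cells, 73 and 77 for cold against warm BAT T_reg_ cells, 18 and 90 for cold against warm BAT T_conv_ cells, 317 and 179 for warm BAT T_reg_ against T_conv_ cells, and 188 and 122 for splenic T_reg_ against T_conv_ cells.

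By the methods' t-test on the log2 signals after Benjamini-Hochberg adjustment, the probes called numbered 47 and 3 for warm BAT against splenic T_reg_ cells, 9 and 1 for warm BAT against splenic T_conv_ cells, 0 and 0 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 1 and 0 for warm BAT T_reg_ against T_conv_ cells, 12 and 2 for cold BAT against splenic T_reg_ cells, and 0 and 0 for splenic T_reg_ against T_conv_ cells.

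By the methods' t-test on linear signals, without background correction or filter, at an unadjusted p under 0.05, the probes called numbered 254 and 24 for warm BAT against splenic T_reg_ cells, 212 and 18 for warm BAT against splenic T_conv_ cells, 11 and 5 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 247 and 35 for cold BAT against splenic T_reg_ cells, and 69 and 30 for splenic T_reg_ against T_conv_ cells. Over 2-fold without a test, linear signals gave 374 and 81 for warm BAT against splenic T_reg_ cells, 266 and 144 for warm BAT against splenic T_conv_ cells, 58 and 21 for cold against warm BAT T_reg_ cells, 5 and 4 for cold against warm BAT T_conv_ cells, and 448 and 99 for cold BAT against splenic T_reg_ cells.

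By Welch's test on the same linear signals, the probes called numbered 188 and 12 for warm BAT against splenic T_reg_ cells, 167 and 13 for warm BAT against splenic T_conv_ cells, 7 and 3 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, 64 and 25 for warm BAT T_reg_ against T_conv_ cells, 155 and 19 for cold BAT against splenic T_reg_ cells, and 45 and 16 for splenic T_reg_ against T_conv_ cells.

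With probes counted as detected above the 95th percentile of the negative controls (7329 probes), the probes called numbered 6 and 2 for cold against warm BAT T_reg_ cells. Over 2-fold without a test they numbered 1338 and 294 for warm BAT against splenic T_conv_ cells.

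The legend of S1 Table states that the splenic T_reg_ cells came from the same mice as the warm BAT T_reg_ cells, but it does not say which replicates belong together, and whether the replicate numbers pair the samples could not be shown. After removal of the group means, arrays of warm BAT T_reg_ and T_conv_ cells with the same number correlated by 0.06 to 0.19 across probes, those of warm BAT and splenic T_reg_ cells by -0.04 to 0.04, and over all groups 2 of 45 such pairs exceeded 0.1. With the replicate block in the model, the probes called numbered 8 and 1 for cold against warm BAT T_reg_ cells, 0 and 0 for cold against warm BAT T_conv_ cells, and 11 and 9 for the tissue difference of T_reg_ minus that of T_conv_ cells.

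With 1 array left out at a time, the lowest and highest counts of probes called were 132 to 594 higher and 42 to 312 lower for warm BAT against splenic T_conv_ cells, 0 to 1 lower for cold against warm BAT T_conv_ cells, 43 to 76 higher and 20 to 26 lower for warm BAT T_reg_ against T_conv_ cells, 10 to 56 higher and 4 to 82 lower for the tissue difference of T_reg_ minus that of T_conv_ cells, 0 to 29 called for the cold response of T_reg_ minus that of T_conv_ cells, 258 to 418 higher and 60 to 251 lower for warm BAT against splenic T_reg_ cells, 8 to 128 higher and 2 to 6 lower for cold against warm BAT T_reg_ cells, 118 to 548 called for cold BAT T_reg_ against T_conv_ cells, 25 to 259 called for the cell type difference in cold BAT minus that in spleen, 356 to 813 higher and 100 to 470 lower for cold BAT against splenic T_reg_ cells, and 86 to 212 higher and 39 to 149 lower for splenic T_reg_ against T_conv_ cells. Over 2-fold without a test they were 507 to 891 lower for warm BAT against splenic T_conv_ cells, 99 to 162 higher and 170 to 323 lower for cold against warm BAT T_conv_ cells, 424 to 803 lower for warm BAT against splenic T_reg_ cells, 250 to 521 higher and 237 to 400 lower for cold against warm BAT T_reg_ cells, and 561 to 1065 lower for cold BAT against splenic T_reg_ cells. A group with 1 array left out kept 2, and its spread was taken to be that of the other groups. Among the counts that rose were those without replicate 3 of the cold BAT T_reg_ cells (133 probes in all for cold against warm BAT T_reg_ cells, 548 for cold BAT T_reg_ against T_conv_ cells and 259 for the cell type difference in cold BAT minus that in spleen) and without replicate 1 of the splenic T_conv_ cells (906 in all for warm BAT against splenic T_conv_ cells, 361 for splenic T_reg_ against T_conv_ cells and 138 for the tissue difference of T_reg_ minus that of T_conv_ cells).

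The share of calls that were higher moved by more than 10 points with the scaling or the background correction. For warm BAT against splenic T_reg_ cells it was 74.8% as reported, 91.1% without background correction and 99.2% with median scaling. For T_conv_ cells it was 71.4%, 87.2% and 97.7%, for cold BAT against splenic T_reg_ cells 65.5%, 90% and 99% (80.1% with an offset of 50), and for cold against warm BAT T_reg_ cells 86.7%, 100% and 73.8%. With median scaling alone it moved for warm BAT T_reg_ against T_conv_ cells from 75% to 85.4%, for cold BAT T_reg_ against T_conv_ cells from 78.9% to 94.5%, and for the tissue difference of T_reg_ minus that of T_conv_ cells from 51.5% to 78.9%. For the cell type difference in cold BAT minus that in spleen it was 60.7% as reported, 93.5% with median scaling and 50% with an offset of 50. Median scaling moved the median of all tested probes from -0.08 to 0.18 for warm BAT against splenic T_reg_ cells, from -0.03 to 0.20 for T_conv_ cells and from -0.11 to 0.17 for cold BAT against splenic T_reg_ cells, so that its higher and lower counts are not measured from the center of the probes. The same scaling moved it from -0.08 to 0.08 for cold BAT T_reg_ against T_conv_ cells, from -0.05 to 0.08 for the cold response of T_reg_ minus that of T_conv_ cells and from -0.08 to 0.04 for the cell type difference in cold BAT minus that in spleen.

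Of the 591 probes called between warm BAT and splenic T_reg_ cells, 237 were called the same way without background correction, 443 with median scaling and 564 with the filter at the negative controls. The clustering on all probes placed the BAT T_reg_ arrays alone at 6 clusters by Pearson's correlation, with and without background correction, and at 2 clusters by Euclidean distance, and with BeadChips centred at no number of clusters. On the 40 probes they stood alone at 3 clusters, and at 6 with BeadChips centred. A detection p under 0.01 in place of 0.05 left every count of calls within 1.5 times. The BeadChip as a block did so too for the comparisons within a tissue, but it could not have moved them. Each BeadChip held a separate tissue or temperature, so the group means already contain the block. Genes in place of probes, tests of marker gene lists and results for single named genes were not run, since an annotation of the probes was not used here, and no fit with the BeadChip as a block can be made for BAT against spleen or cold against warm. The signal over background limits what can be measured on the spleen arrays, where at most 35.1% of the probes were detected.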

Differences from the paper's values

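The paper's counts are of genes and those here of probes. The paper gives a p under 0.05 for its significant counts and names no adjustment for these arrays. The limma calls here needed an adjusted p-value under 0.05, so the thresholds are unlike. Counts stated in the paper's text are given as such, and the others were read by eye from Fig. 1A and follow the word about. Among the counts that differed, alternatives set before the data were examined and not named beside a count differed from the paper's count by more than 1.5 times. Welch's test, the filter at the negative controls and the 28 combinations at the end were chosen after seeing the values.

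For warm BAT against splenic T_reg_ cells, the paper's text states the higher counts, and the lower ones were read by eye from Fig. 1A. The paper's count higher over 2-fold without a test was 430, against 1335 here, and came within 1.5 times of the count with no background correction (347) and linear signals (374). The paper's count higher over 2-fold with a significant test was 222, against 442 here, and came within 1.5 times of the count with no background correction (236), an offset of 50 (294), no filter (235), only the arrays compared (238), the methods' t-test on linear signals (254), and the fits without warm BAT T_reg_ 1 (274), warm BAT T_reg_ 2 (307), splenic T_reg_ 1 (318), and splenic T_reg_ 2 (258), as well as with Welch's test on linear signals (188), chosen after seeing the values. The paper's count lower over 2-fold without a test was about 62, against 473 here, and came within 1.5 times of the count with no background correction (46), median scaling (72), and linear signals (81). The paper's count lower over 2-fold with a significant test was about 11, against 149 here, and came within 1.5 times of the count with median scaling (8), as well as with Welch's test on linear signals (12), chosen after seeing the values.

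For cold BAT against splenic T_reg_ cells, the paper's text states its counts. The paper's count higher over 2-fold without a test was 516, against 1379 here, and came within 1.5 times of the count with no background correction (385), an offset of 50 (680), and linear signals (448). The paper's count higher over 2-fold with a significant test was 194, against 595 here, and came within 1.5 times of the count with only the arrays compared (178) and the methods' t-test on linear signals (247), as well as with Welch's test on linear signals (155), chosen after seeing the values.

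For warm BAT against splenic T_conv_ cells, the paper's counts were read by eye from Fig. 1A. The paper's count higher over 2-fold without a test was about 280, against 1398 here, and came within 1.5 times of the count with no background correction (302) and linear signals (266). The paper's count higher over 2-fold with a significant test was about 180, against 330 here, and came within 1.5 times of the count with no background correction (171), an offset of 50 (229), no filter (166), only the arrays compared (141), the methods' t-test on linear signals (212), and the fits without warm BAT T_conv_ 1 (132), warm BAT T_conv_ 2 (144), warm BAT T_conv_ 3 (199), splenic T_conv_ 2 (172), and splenic T_conv_ 3 (257), as well as with Welch's test on linear signals (167), chosen after seeing the values. The paper's count lower over 2-fold without a test was about 120, against 487 here, and came within 1.5 times of the count with an offset of 50 (180), median scaling (92), and linear signals (144). The paper's count lower over 2-fold with a significant test was about 11, against 132 here, and came within 1.5 times of the count with median scaling (16), as well as with Welch's test on linear signals (13), chosen after seeing the values.

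For cold against warm BAT T_reg_ cells, the paper's counts were read by eye from Fig. 1A. The paper's count higher over 2-fold without a test was about 67, against 254 here, and came within 1.5 times of the count with an offset of 50 (100) and linear signals (58). The paper's count higher over 2-fold with a significant test was about 7, against 13 here, and came within 1.5 times of the count with an offset of 50 (8), no filter (8), a detection p under 0.01 (10), replicates as a block, and the fits without warm BAT T_reg_ 1 (9), warm BAT T_reg_ 2 (9), and warm BAT T_reg_ 3 (8), as well as with Welch's test on linear signals (7) and the filter at the negative controls (6), chosen after seeing the values. The paper's count lower over 2-fold without a test was about 25, against 253 here, and came within 1.5 times of the count with linear signals (21). The paper's count lower over 2-fold with a significant test was about 4, against 2 here, and came within 1.5 times of the count with the methods' t-test on linear signals (5) and the fits without warm BAT T_reg_ 2 (5), warm BAT T_reg_ 3 (6), and cold BAT T_reg_ 3 (5), as well as with Welch's test on linear signals (3), chosen after seeing the values.

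For cold against warm BAT T_conv_ cells, the paper's counts were read by eye from Fig. 1A. The paper's count higher over 2-fold without a test was about 4, against 72 here, and came within 1.5 times of the count with linear signals (5). The paper's count lower over 2-fold without a test was about 7, against 186 here, and no alternative set before the data were examined came within 1.5 times. The paper's count lower over 2-fold with a significant test was about 0, against 1 here, and came within 1.5 times of the count with no background correction (0), an offset of 50 (0), no filter (0), replicates as a block, the adjusted t-test of the methods (0), the methods' t-test on linear signals (0), and the fits without warm BAT T_conv_ 1 (0), warm BAT T_conv_ 3 (0), cold BAT T_conv_ 1 (0), cold BAT T_conv_ 2 (0), and cold BAT T_conv_ 3 (0), as well as with Welch's test on linear signals (0), chosen after seeing the values.

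For the 5 comparisons together, 28 combinations of 7 ways to normalize the linear signals and 4 tests were tried beside the 18 counts compared, after those counts had been seen. In 4 of the 28, all with quantile normalization and Welch's test, every one of the 18 counts lay within 1.5 times, and at most 4 counts were equal in any combination. For cold against warm BAT T_reg_ cells, the paper's text states 11 genes in both directions. The 15 probes called here at an adjusted p-value lay within 1.5 times of it. So did an offset of 50 (9), no filter (9), a detection p under 0.01 (12), replicates as a block, the methods' t-test on linear signals (16), and the fits without warm BAT T_reg_ 1 (11), 2 (14) and 3 (14) and cold BAT T_reg_ 1 (16), as well as Welch's test (10) and the filter at the negative controls (8), both chosen after seeing the values. The other alternatives did not, among them the methods' t-test on log2 signals, with 150 probes at an unadjusted p under 0.05 and 0 after adjustment. How near the count lies to 11 therefore depends on the threshold.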

Other observations

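Chosen only after the result was seen were the test of the scaling, the tests of the probes not detected on all spleen arrays, of the probes with room on the spleen arrays and of a mislabelled array, the splits for cold BAT T_reg_ against T_conv_ cells, for the cold response of T_reg_ against T_conv_ cells and for the methods' t-test. The other tests were written down before their result was seen. For those of signal over background, the counts of calls that form the pattern had been seen by then.

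More probes were called higher than lower in warm BAT against splenic T_reg_ cells. The lowest share of higher calls over the scalings and background corrections run was 74.8%, that of the values reported, but median scaling moved the median of all probes toward BAT and no scaling that could lower the share was run, so the scaling stays open. Lower signal over background of the spleen arrays cannot be told apart from a larger number of genes expressed in BAT T_reg_ cells. Among the probes detected on all 6 arrays, 46.3% of the calls were higher, and for T_conv_ cells and cold BAT T_reg_ cells the corresponding shares were 48.7% and 31.6%, but detection on all spleen arrays removes probes that are absent in spleen for either reason.

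The probes higher in warm BAT T_reg_ than T_conv_ cells differed less between splenic T_reg_ and T_conv_ cells than between cold BAT T_reg_ and T_conv_ cells. Lower signal over background on the spleen arrays cannot be told apart from a difference between the cells. The 12 of these probes detected on all 6 spleen arrays differed less in spleen by 0.97 (standard error 0.22), but this choice drops probes that are detected in splenic T_reg_ cells alone. In the 11 whose splenic T_reg_ signal lay far enough above the lowest detected signal to leave room for the cold BAT difference, the value was -0.34 (standard error 0.34), with a larger difference in spleen, and this choice favors probes high in splenic T_reg_ cells. The 87 probes outside the 12 were not detected on all 6 spleen arrays, and a probe at background shows no difference whatever the cells hold. A mislabelled spleen array is argued against by the clustering on all tested probes with BeadChips centred, in which 18 of 18 arrays lay with their own cell type, and by the correlation of each centred spleen array with the BAT T_reg_ minus T_conv_ difference, which was 0.06 to 0.10 for the 3 T_reg_ and -0.13 to -0.04 for the 3 T_conv_ arrays. On the 40 probes chosen for a difference between tissues, also with BeadChips centred, 3 of the 6 spleen arrays lay with the other cell type at 2 clusters. Without centring, splenic T_conv_ arrays correlated by 0.712 on average with each other and by 0.733 with splenic T_reg_ arrays. Splenic T_reg_ arrays correlated by 0.785 with each other. The 33 lower probes had a mean difference of -1.63 in cold BAT and -0.59 in spleen. For the 17 of them detected on all 6 spleen arrays, it was -1.82 and -0.92, a gap of -0.90 (standard error 0.20). Their mean log2 signal was 8.47 in splenic T_conv and 7.55 in splenic T_reg cells, against 8.25 and 6.44 in cold BAT. Lower signal on the spleen arrays is argued against for these 17 probes, although this choice drops probes undetected in splenic T_reg cells. A difference between the T_reg_ cells of the tissues stays open, and temperature differs between these groups too.

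The probes called between splenic T_reg_ and T_conv_ cells showed the reverse. Almost all of these calls were lost when only the spleen arrays were fitted. The 103 higher probes had a median log2 difference of 2.03 in spleen, 0.22 in warm BAT and 0.27 in cold BAT, where 73 and 68 had the same direction. The 59 lower probes had medians of -1.94, -0.22 and -0.36, and 44 and 43 had the same direction. Probes chosen on one set of arrays show larger differences there than elsewhere by selection alone, and no explanation was tested.

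Without replicate 3 of the cold BAT T_reg_ cells, 133 probes were called between cold and warm BAT T_reg_ cells in place of 15. On that array 37.1% of the probes were detected, against 38.5% to 42.2% on the other BAT T_reg_ arrays. Lower signal over background on that array is therefore a possible explanation, and a pool of mice that responded less to cold stays open, untested. The count also rose, to 45, without replicate 2, on which 40.4% of the probes were detected, so low detection does not account for that rise. Above the 95th percentile of the negative controls lay 25.4%, 19% and 15.7% of the probes on replicates 1, 2 and 3 of the cold BAT T_reg cells.

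Of the 10 splits of 3 against 3 arrays, the number calling as many probes as the real one, itself included, was 1 for warm BAT against splenic T_reg_ cells, for the same T_conv_ cells, for cold BAT against splenic T_reg_ cells and for T_reg_ against T_conv_ cells in warm BAT, cold BAT and spleen. It was 2 for cold against warm BAT T_reg_ cells, where the split that set warm replicate 1 with cold replicates 1 and 2 called 28 probes, and 2 for cold against warm BAT T_conv_ cells. By the methods' t-test on linear signals, 3 of the 10 splits for cold against warm BAT T_reg_ cells gave as many probes as the real one, which gave 16. With 10 splits the share is never under 0.1, so the number of splits cannot exclude chance by itself. The other splits called at most 3 probes against 591 for warm BAT against splenic T_reg_ cells, 1 against 462 for T_conv_ cells, 5 against 909 for cold BAT against splenic T_reg_ cells, and 0 against 132, 6 against 275 and 75 against 162 for T_reg_ against T_conv_ cells in warm BAT, cold BAT and spleen. For the cold response of T_reg_ against that of T_conv_ cells, limma called 0 probes (686 at an unadjusted p under 0.05), so that 100 of 100 splits called as many by construction and say nothing about chance.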
